# *Midkine* is a dual regulator of wound epidermis development and inflammation during the initiation of limb regeneration

**DOI:** 10.7554/eLife.50765

**Published:** 2020-01-14

**Authors:** Stephanie L Tsai, Clara Baselga-Garriga, Douglas A Melton

**Keywords:** *A. mexicanum*, limb regeneration, blastema, wound epidermis, midkine, wound healing, Other

## Abstract

Formation of a specialized wound epidermis is required to initiate salamander limb regeneration. Yet little is known about the roles of the early wound epidermis during the initiation of regeneration and the mechanisms governing its development into the apical epithelial cap (AEC), a signaling structure necessary for outgrowth and patterning of the regenerate. Here, we elucidate the functions of the early wound epidermis, and further reveal *midkine* (*mk*) as a dual regulator of both AEC development and inflammation during the initiation of axolotl limb regeneration. Through loss- and gain-of-function experiments, we demonstrate that *mk* acts as both a critical survival signal to control the expansion and function of the early wound epidermis and an anti-inflammatory cytokine to resolve early injury-induced inflammation. Altogether, these findings unveil one of the first identified regulators of AEC development and provide fundamental insights into early wound epidermis function, development, and the initiation of limb regeneration.

## Introduction

Salamanders possess the impressive ability to regenerate their limbs with high fidelity throughout their lifespan (Tanaka, 2016; Flowers et al., 2017). While most mammals respond to traumatic limb injuries including amputation with a fibrotic scarring response, salamanders instead form a blastema, a transient cellular structure comprised of progenitors derived from different non-epithelial tissues (muscle, connective tissue etc.) that eventually reconstructs the new limb (Kragl et al., 2009; Sandoval-Guzmán et al., 2014; Fei et al., 2017; Gerber et al., 2018). Determining the mechanisms required for blastema formation has the potential to provide valuable insights into improving repair and regenerative outcomes in less regenerative-species including humans.

Classical salamander limb regenerative experiments determined that initiation of blastema formation requires the presence of a wound epidermis for both formation and maintenance of the blastema (Goss, 1956a; Thornton, 1957; Thornton, 1958; Mescher, 1976; Tassava and Garling, 1979). Immediately post-amputation, epithelial cells from the intact peripheral skin migrate radially over the exposed stump tissues and form a thin wound epithelium covering the amputation plane within 12 hours (Hay and Fischman, 1961). Unlike normal full thickness skin that contains two layers (epidermis and dermis), the wound epidermis only contains an epithelial layer comprised primarily of keratinocytes, allowing for direct communication between the wound epidermis and underlying stump tissues (Repesh and Oberpriller, 1978). This thin wound epidermis persists through the initial wound healing stages of regeneration. As the blastema forms during later stages of regeneration, the early wound epithelium gradually expands into a stratified epidermis commonly called the apical epithelial cap (AEC), which is a signaling structure that maintains blastemal outgrowth and directs patterning (Boilly and Albert, 1990; Christensen and Tassava, 2000; Han et al., 2001; Christensen et al., 2002). This expansion occurs primarily via proliferation and subsequent distal migration of epithelial cells in the peripheral skin (Hay and Fischman, 1961; Campbell and Crews, 2008). Classical studies showed that inhibiting early wound epidermis formation by either suturing or grafting full thickness skin over the amputation plane (Mescher, 1976; Tassava and Garling, 1979) or immediately inserting the amputated limb into the body cavity (Goss, 1956a) blocked blastema formation. However, if the amputated limb was inserted into the body cavity after the wound epidermis formed, regeneration proceeded normally, demonstrating an early need for the wound epithelium (Goss, 1956b). Furthermore, preventing AEC development by either continuous removal of the wound epidermis (Thornton, 1957) or daily irradiation to inhibit proliferative expansion also hindered limb regeneration (Thornton, 1958). Together, these findings established the necessity for a wound epidermis/AEC throughout different stages of limb regeneration.

The nature of wound epidermis dependence has been more well explored during later blastemal stages of regeneration. The AEC expresses mitogens and patterning factors that help to maintain blastemal cell proliferation and pattern the regenerate (Boilly and Albert, 1990; Campbell and Crews, 2008; Ghosh et al., 2008; Satoh et al., 2008). However, the roles of the wound epidermis during early stages of regeneration are less clear. Moreover, the early wound epidermis is likely to be functionally distinct from the AEC as the wound healing micro-environment differs substantially from that of the blastema. Preventing early wound epidermis formation was shown to affect the maintenance, but not the onset of proliferation of progenitors (Mescher, 1976; Tassava and Garling, 1979; Johnson et al., 2018), though it is worth noting that the early wound epidermis does express molecules capable of inducing proliferation (Sugiura et al., 2016). Additionally, some dedifferentiation of muscle, bone and cartilage tissue was still observed when wound epidermis formation was prevented, although not to the same extent as normal regenerating limbs. Altogether these studies indicated that the early wound epidermis is involved in maintaining progenitor cell cycling and may also play a role in tissue histolysis.

More recently, bulk and single cell transcriptional limb regeneration studies have further characterized gene expression in the early wound epidermis and AEC (Campbell et al., 2011; Leigh et al., 2018; Tsai et al., 2019). Yet, it remains unknown what gene expression programs in regenerating tissues depend on the presence of the early wound epidermis. The initiation of blastema formation is a complex event with inflammation, tissue histolysis, extracellular matrix (ECM) remodeling, and cell cycle re-entry of progenitors all transpiring concurrently (McCusker et al., 2015). Aside from the induction of proliferation, whether and to what extent the early wound epidermis may regulate these other processes remains relatively unexplored. Furthermore, little is known about the molecular mechanisms controlling the transition from the early wound epithelium into the AEC, a major milestone for successful limb regeneration.

To investigate these questions, we sought to deconvolute the functional roles of the wound epidermis from the rest of the regenerating limb tissues by revisiting the classical full skin flap surgical model to inhibit wound epidermis formation during limb regeneration. Using modern-day transcriptional approaches, we illuminate the roles of the early wound epidermis and identify distinct wound epidermis-dependent transcriptional programs in dividing progenitors and the surrounding regenerating tissues. In addition to the discovery of putative regulators of wound epidermis formation and function, our approach enabled us to identify *midkine* (*mk*) as a regulator of both AEC development and early inflammation, key events during the initiation of blastema formation. Altogether, these findings provide important insight into the molecular basis for wound epidermis dependence and further advance our understanding of wound epithelium/AEC biology during limb regeneration.

## Results

### The wound epithelium is a major regulator of inflammation, ECM remodeling, and tissue histolysis during early stages of regeneration

We previously developed a method leveraging differential DNA content during the cell cycle to enrich for dividing progenitors during early stages of regeneration (Tsai et al., 2019), facilitating analysis of the distinct transcriptional programs active in blastemal progenitors apart from those of the surrounding tissues (non-dividing cells in stump tissues and the wound epidermis). To examine the functional roles of the early wound epidermis, we asked how the transcriptional programs of these three populations changed when wound epidermis formation was prevented. To do this, we utilized the classical full skin flap (FSF) surgical model pioneered by Anthony Mescher (Mescher, 1976). We performed full skin flap surgeries on regenerating axolotl limbs to prevent epithelial cell migration and contact with exposed stump tissues, inhibiting both wound epidermis formation and limb regeneration (Figure 1—figure supplement 1A–B). Since preventing early wound epidermis formation via full skin flap surgery does not affect induction of proliferation (Mescher, 1976; Tassava and Garling, 1979; Johnson et al., 2018), we applied our method here to profile blastemal progenitors and the surrounding regenerating tissues in full skin flap sutured limbs at 5 days post-amputation (dpa), around the onset of proliferation. By leveraging the data generated from our previous analysis (Tsai et al., 2019), we were able to compare the gene expression programs in full skin flap sutured regenerating limbs to both intact limbs and normal regenerating limbs from the same time point (Figure 1A, Figure 1—figure supplement 1C). This approach allowed us to identify wound epidermis-dependent gene expression.

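The full skin flap (FSF) arm of this comparison consisted of 9 RNA-seq libraries at 5 dpa. There were 3 libraries of non-dividing (2N) cells and 3 of dividing (4N) cells, both sorted by DNA content from the non-epithelial stump fraction, and 3 of the dissected skin flap epithelium, and each replicate was a pool of 12 limbs. By the paper's methods the skin flap was dissected off each pool of limbs and the remaining stump was sorted, so the 3 populations came from the same limbs, and the stump fraction also held some intact skin proximal to the amputation plane. The authors trimmed the reads with Trimmomatic, assigned them with kallisto to an assembled axolotl transcriptome and deposited TPM, a measure of transcript abundance corrected for transcript length and library size, scaled between libraries by TMM for 1554055 transcripts. These values are not counts, so the sequencing depth of each library is unknown, and an entry of 0 is described as listed at 0. The summed TPM was 1004715, 1024824 and 1024248 in FSF 2N replicates 1 to 3, 1003082, 898841 and 982151 in FSF 4N, and 1034185, 1019933 and 1015161 in FSF epithelium. FSF 4N replicate 2 had values above 0 for 376240 transcripts, against 631563 to 832170 in the other 8 libraries. Differences between FSF populations were tested with limma on log2(TPM + 0.5), over the 232817 transcripts with TPM of at least 1 in at least 3 libraries, with Benjamini-Hochberg adjustment and with the 9 libraries taken as independent. The intact and normally regenerating libraries were not analysed here, so a fold change between regenerating and full skin flap limbs is always the paper's, from its supplementary files. Transcript names are the paper's blastx matches, which are proteins of other species.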

**Figure 1.**
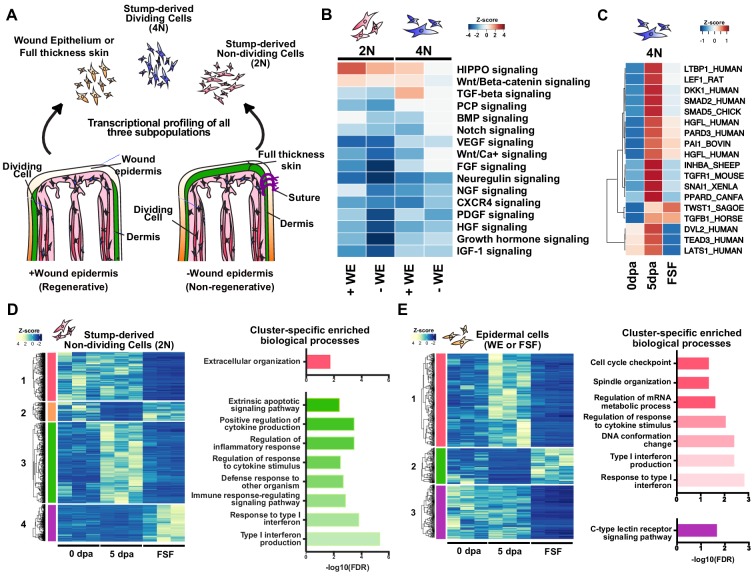
The early wound epidermis modulates inflammation, ECM remodeling, and tissue histolysis. (**A**) Design of transcriptional profiling experiment. (**B**) Heatmap of Ingenuity Pathway Analysis (IPA) Z-score predictions for changes in signaling pathways in injured non-epithelial stump tissues (2N and 4N) in regenerative and full skin flap conditions. (**C**) Heatmap of normalized transcript levels of components/regulators of the canonical Wnt, TGF-beta, and HIPPO signaling pathways in dividing cells (4N). (**D–E**) Heatmaps and cluster-specific enriched biological processes of differentially expressed annotated transcripts in stump-derived non-dividing cells (2N) (**D**) and epithelial cells of the full skin flap (**E**) in regenerating vs. full skin flap conditions reveals global dysregulation of inflammation, ECM regulation, and tissue histolysis. Differentially expressed transcripts can be found in Supplementary files 1–3. Representative histological images of full skin flap sutured vs. normal regenerating limbs, PCA analysis of the samples, as well as enriched biological processes and related differentially expressed transcripts are shown in Figure 1—figure supplement 1. Z-score predictions shown in B from the IPA analysis are available in Figure 1—source data 1. Figure 1—source data 1.Z-score predictions from the IPA analysis (for panel Figure 1B).

**Figure 1—figure supplement 1.**
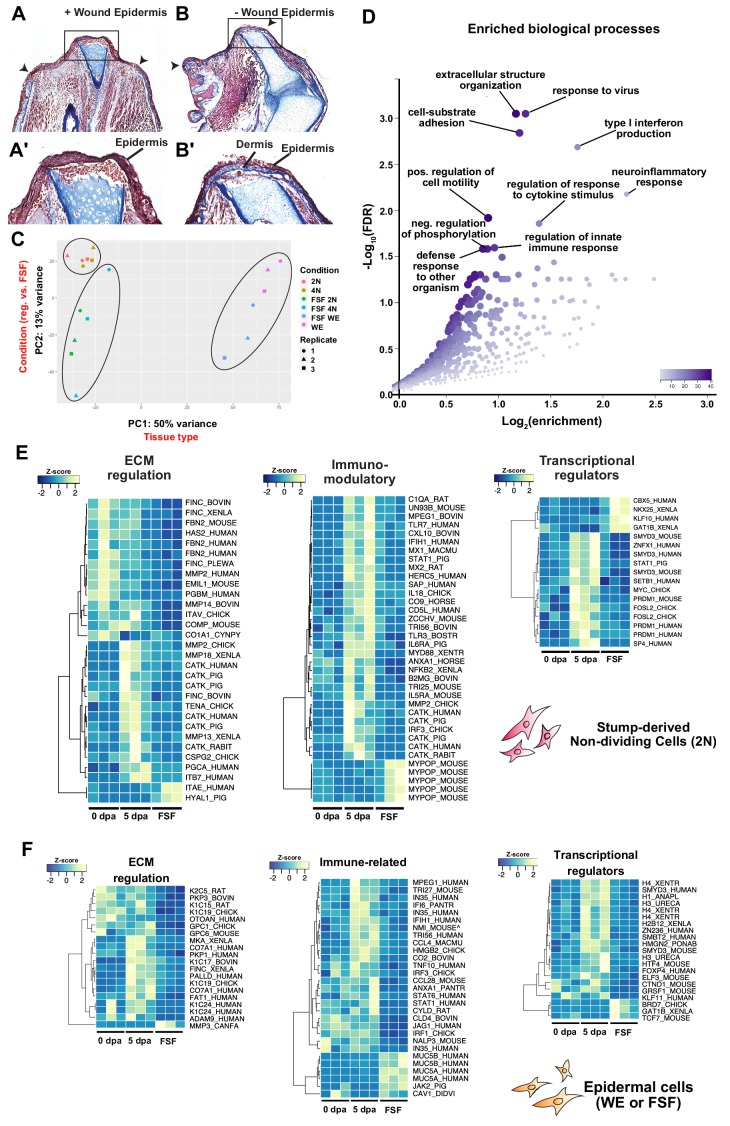
Sequencing of full skin flap sutured limbs reveals global dysregulation of ECM regulation, inflammation, and tissue histolysis. (**A–B’**) Representative picro-mallory stained sections of normal regenerating and full skin flap sutured limbs. Full skin flap sutured limbs contain the extra dermal layer of skin tissue. Arrowheads demarcate the amputation plane. (**C**) Principal component analysis (PCA) of sequenced samples (5 dpa 2N, 5 dpa 4N, 5 dpa WE, FSF 2N, FSF 4N, FSF WE) based on the top 500 most highly expressed genes reveals separation along PC1 by tissue type and PC2 by condition. (**D**) Plot of enriched GO biological processes from all differentially expressed transcripts in non-dividing cells in full skin flap sutured limbs. (**E**) Heatmaps of normalized transcripts per million (TPM) values of annotated differentially expressed transcripts involved in ECM regulation, inflammation, or transcriptional regulation in non-dividing cells within regenerating stump tissues. (**F**) Heatmap of normalized TPM levels of annotated differentially expressed transcripts that are ECM regulators, immunomodulators, and transcriptional regulators in epithelial cells of full skin flap sutured limbs. dpa, days post-amputation, WE, wound epidermis, FSF, full skin flap, FDR, false discovery rate; ECM, extracellular matrix.

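Among the FSF libraries, the epithelium stood apart from both stump populations along the second principal component of the 500 transcripts with the highest mean TPM. That component held 26.7% of the variance, and 97.6% of its own variance lay between the 3 populations. The FSF epithelium libraries had scores of 9.68, 10.9 and 13.1 on it, the FSF 2N libraries -8.41, -8.49 and -6.77, and the FSF 4N libraries -5.33, -1.79 and -2.95. The first component held 57.1% of the variance, of which 3.60% lay between populations, and it set FSF 4N replicate 2 at 20.9 and FSF 4N replicate 1 at -18.7. An unnamed transcript, c1075958_g4_i1, ranged widely between replicates, at 441 TPM in FSF 4N replicate 1 and 17606 TPM in FSF 4N replicate 2. With the 500 transcripts of highest variance in place of highest mean, the first component held 73.0% of the variance, and 98.7% of it lay between populations.

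**Figure D1:**
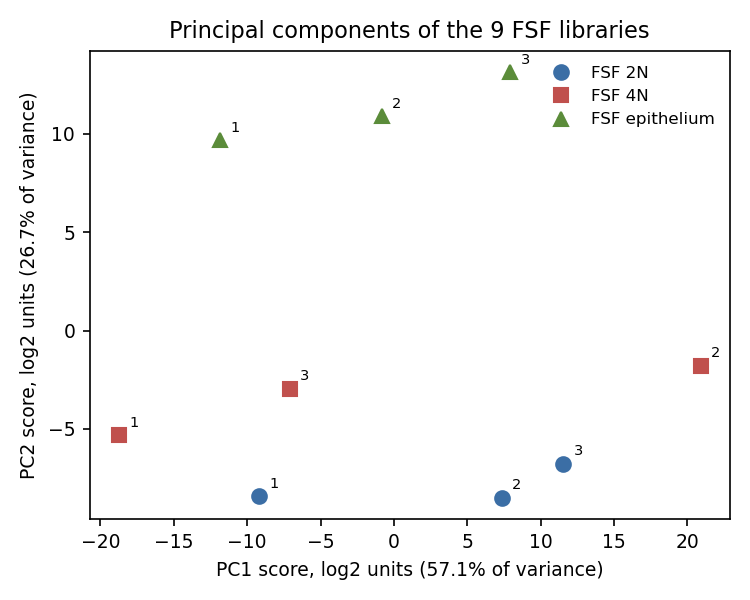
Scores of the 9 FSF libraries on the first (horizontal) and second (vertical) principal components of log2(TPM + 0.5) of the 500 transcripts with the highest mean TPM, in log2 units. Each point is a library and its number is the replicate. The 3 epithelium libraries lie at 9.68 to 13.1 on the second component, above all stump libraries, and FSF 4N replicates 1 and 2 lie at the ends of the first.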

Preventing wound epidermis formation led to aberrant growth factor signaling pathway activation/repression in regenerating stump tissues (Figure 1B). Pathway analysis revealed that while non-dividing cells exhibited no major differences, dividing cells (i.e. enriching for progenitors) exhibited a loss in predicted activation of canonical Wnt, HIPPO, and TGF-beta signaling. Many components of these pathways were also expressed at lower levels (Figure 1C), indicating that the wound epidermis induces transcriptional activation of these pathways in dividing progenitors. 

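Of these pathways, 6 transcripts that the paper lists as higher in regenerating 4N cells were examined, and most were at or near 0 in FSF 4N cells. Of the 6 transcripts matched to PPARD, INHBA, TEAD3, LATS1 and TGFB2, 3 were listed at 0 in all 3 libraries, namely both PPARD transcripts (a nuclear receptor) and LATS1 (a kinase of the HIPPO pathway). TEAD3, a transcription factor of the same pathway, was listed at 0, 0.006 and 0 TPM in c1070069_g2_i4. The highest other isoform of the same assembled gene had a mean of 0.343 TPM for PPARD, 0.733 TPM for LATS1 and 0.151 TPM for TEAD3. TGFB2, a TGF-beta ligand, was listed at 0, 0 and 0.014 TPM in c1072608_g3_i3, while another isoform of the same assembled gene had a mean of 5.46 TPM. INHBA, which encodes a subunit of activin, had 1.13, 0.321 and 1.10 TPM in c1078833_g1_i1. The paper's log2 fold changes of these 6 transcripts, positive where higher in regenerating limbs, range from 2.05 to 8.78. The list was taken from the paper's own Figure 1C and Supplementary file 1, so its direction is no independent evidence. All 6 transcripts were below the limit for testing between FSF populations.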

Interestingly, some components of these pathways including *tgfb1* and *twist1* were not transcriptionally affected, suggesting that their expression in progenitors is wound epidermis-independent. Notably, the overall transcriptional profiles of dividing progenitors in both cases were relatively similar (596 differentially expressed transcripts, 313 annotated) (Supplementary file 1), signifying that while the wound epidermis activates key signaling pathways, the overall gene expression programs in early progenitors are largely wound epidermis-independent. This lends transcriptional evidence to reinforce the notion that the earliest transcriptional programs of progenitors are likely driven in response to the injury itself (Tassava and Loyd, 1977; Wagner et al., 2017; Johnson et al., 2018).

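All 313 annotated transcripts of Supplementary file 1 were found among the deposited transcripts. The paper lists 241 of them as higher in regenerating 4N cells, and 176 of these 241 were listed at 0 in all 3 FSF 4N libraries, while none of the 72 listed as higher in FSF was. These libraries also entered the paper's comparison, so a transcript at 0 in all of them could not be listed as higher in FSF. None of the 241 reached a mean of 1 TPM in FSF 4N, and the highest was at 0.851 TPM. Of the 14 transcripts of mitosis and DNA replication genes among the 241, 10 were listed at 0 in all 3 libraries and the highest mean was 0.00533 TPM. The 72 listed as higher in FSF held 2 transcripts of such genes, with means of 0.0807 and 0.123 TPM. All of these were chosen by the paper as differing, so they do not give the general level of mitosis genes in FSF 4N cells. Of the 72 listed as higher in FSF, the median was 0.189 TPM and 14 had a mean of at least 1 TPM, including 3 of 4 transcripts of red blood cell genes. Of the 176 transcripts at 0, 22 had another isoform of the same assembled gene at a mean of at least 1 TPM, and 140 had one at a mean of at least 0.1 TPM. The counts describe transcripts as assembled, not whole genes.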

In contrast to the dividing progenitors, the transcriptional programs of the surrounding tissues diverged considerably. 

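Supplementary file 2 gives 299 annotated transcripts as higher in FSF 2N, with a median of 1.31 TPM (quartiles 0.227 and 7.38) over the means of 3 libraries. It gives 683 as higher in regenerating 2N cells, and their median in FSF 2N was 0.0663 TPM (quartiles 0 and 0.344). Among the 683, 201 were listed at 0 in all 3 FSF 2N libraries, of which 20 had another isoform of the same assembled gene at a mean of at least 1 TPM, and none of the 299 was at 0 in all 3. The paper assigned the direction with these same FSF 2N libraries, so the difference in level and the absence of zeros among the 299 follow from that choice. Transcripts of red blood cell genes made up 11 of the 299, with means from 0.225 to 18.1 TPM, and lymphocyte and granule genes made up 6, with means from 0.521 to 16.1 TPM. On the other side, 28 of the 683 were macrophage and osteoclast transcripts and 35 were interferon response transcripts. Supplementary files 1 and 2 share 42 transcripts.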

We found that 3911 transcripts (982 annotated) were differentially expressed in non-dividing cells in regenerating stump tissues (Figure 1D, Figure 1—figure supplement 1D–E, Supplementary file 2). The majority of these transcripts pertained to genes involved in ECM regulation, inflammation, and tissue histolysis. Many ECM-components and regulators that maintained expression in intact and normal regenerating tissues were aberrantly down-regulated (e.g. *fbn2*, *finc*, *has2*), and regenerative ECM components as well as degrading enzymes (e.g. *tenascin*, *mmp2,* and *mmp13*) failed to be induced, indicating defects in ECM remodeling. Furthermore, there was a high representation of mis-regulated immune-related transcripts, both pertaining to pro- and anti-inflammatory processes. In particular, components of pro-inflammatory signaling pathways including toll-like receptor (TLR) signaling and interferon α/β/γ signaling, as well as anti-inflammatory pathways including PPARα/RXRα signaling and *anxa1* signaling were dysregulated (Figure 1—figure supplement 1D–E). 

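Supplementary file 2 lists 8 transcripts of fbn2, finc and has2, and all 8 were above 0 in all 3 FSF 2N libraries, 4 of them with a mean of at least 1 TPM. Fibronectin, an adhesive matrix glycoprotein, had 16.9, 16.2 and 13.0 TPM in c1091100_g2_i2 (mean 15.4 ± 2.08, SD, n = 3 libraries), and the paper's log2 fold change is 1.16 toward regenerating limbs. Fibrillin-2, a component of microfibrils, had 4.13, 3.00 and 3.49 TPM in c1064348_g8_i1, with a paper value of 1.14. Has2, which makes hyaluronan, had 0.351, 0.232 and 0.220 TPM in c1031898_g1_i1, with a paper value of 1.37. Of the induced group, tenascin in c1088332_g1_i4 had 5.29, 4.26 and 2.22 TPM, the gelatinase mmp2 had 8.85, 5.43 and 2.45 TPM in c1065306_g2_i1, and the collagenase mmp13 had 0.167, 0.0750 and 0.122 TPM in c1088042_g1_i2. The paper's log2 fold changes of the 4 transcripts of tenascin, mmp2 and mmp13 in Supplementary file 2 range from 1.07 to 3.85. Across the wider list of matrix genes and their enzymes, 25 transcripts are listed by the paper as higher in regenerating 2N cells, 1 of these was at 0 in all 3 FSF libraries and 10 had a mean of at least 1 TPM.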

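Most immune transcripts that the paper draws as higher in regenerating 2N cells had a mean below 1 TPM in FSF 2N cells. Their median was nevertheless above the 0.0663 TPM of all 683 transcripts that the paper lists in that direction. Of the 27 transcripts of the paper's immunomodulatory heatmap that it lists as higher in regenerating 2N cells, 3 were at 0 in all 3 FSF 2N libraries, 8 had a mean of at least 1 TPM and the median was 0.656 TPM. This list was drawn by the paper from these comparisons and is not independent evidence of its direction. The complement component C1QA had 15.5, 11.3 and 8.84 TPM in c1084103_g2_i1, and annexin A1 had 11.2, 6.72 and 5.12 TPM in c1091961_g2_i1. Toll-like receptor 7, a sensor of single-stranded RNA, had 1.00, 0.501 and 0.667 TPM in c1055603_g1_i1, and TLR3, a sensor of double-stranded RNA, had 0.490, 0.214 and 0.139 TPM in c1027882_g1_i1. Of 35 interferon response transcripts listed as higher in regenerating 2N cells, 1 was at 0 in all 3 libraries and 6 had a mean of at least 1 TPM. IFIH1, another RNA sensor, had 2.19, 0.861 and 0.848 TPM in c1083123_g2_i1. Over the 16 interferon response transcripts that could be tested, FSF 2N replicate 1 was above replicate 3 in 14, with a median log2 ratio of 0.92. Of all tested transcripts, 52.0% were higher in that replicate 1.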

Enzymes involved in tissue histolysis were mis-expressed as well. 

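Cathepsin K, the collagen-degrading protease of osteoclasts, was above 0 in all 3 FSF 2N libraries in 6 of its 7 annotated transcripts, and 1 of these had a mean of at least 1 TPM. That transcript, c1083836_g2_i4, had 4.39, 4.15 and 4.88 TPM, and the paper's log2 fold change for it is 1.41 toward regenerating limbs. The transcript c1078994_g2_i4 was listed at 0 in all 3 libraries. The 2 transcripts of the collagen gene col1a1 that the paper lists as higher in FSF 2N cells had 2.24, 1.73 and 0.664 TPM (c1081670_g1_i3) and 0.671, 0.431 and 0.322 TPM (c1081670_g1_i6). Another isoform of the same assembled gene, which is not on that list, had a mean of 61.4 TPM. The paper's log2 fold changes for the listed col1a1 transcripts are -1.74 and -1.22.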

Notably, expression of the major bone matrix degrading enzyme *catk* failed to be induced, while the major bone and cartilage matrix component *col1a1* maintained expression, indicating potential defects in bone resorption, a process that begins during the first week of regeneration (Fischman and Hay, 1962). Altogether, these data suggest that the wound epidermis is a major regulator of inflammation, ECM remodeling, and tissue histolysis in regenerating stump tissues during early stages of limb regeneration.

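Macrophages engulf debris and osteoclasts resorb bone, and their transcripts were taken as a list of genes chosen here. Of those that the paper lists as higher in regenerating 2N cells, 4 of 28 were at 0 in all 3 FSF 2N libraries, 11 had a mean of at least 1 TPM and the highest mean was 11.8 TPM. The 2 listed as higher in FSF 2N cells had means of 1.94 and 8.67 TPM. From the transcripts of matrix, immune and histolysis genes that differed between FSF and normally regenerating stump tissue, the paper proposes that the wound epidermis is a major regulator of these processes in the stump.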

The presence of the dermis in full skin flap sutured limbs additionally presented a crude, yet effective opportunity to identify epithelial transcriptional programs dependent on direct contact between the wound epidermis and regenerating stump tissues. We found that 1060 transcripts (480 annotated) were differentially expressed (Figure 1E, Figure 1—figure supplement 1F, Supplementary file 3). 

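The transcripts that Supplementary file 3 lists as higher in the regenerating wound epidermis were mostly low in FSF epithelium. The paper assigned the direction with these same FSF epithelium libraries, so their low level follows in part from that choice. The file holds 385 such transcripts with a median of 0.161 TPM in FSF epithelium (quartiles 0 and 0.719), and 103 of them were listed at 0 in all 3 libraries. Of these 103, 15 had another isoform of the same assembled gene at a mean of at least 1 TPM. The 95 transcripts listed as higher in FSF, which by that choice cannot be at 0 in all 3 libraries, had a median of 0.183 TPM. A low level was thus not particular to the 385. Keratinocyte and epithelial genes contributed 30 of the 385, of which 4 were at 0 and 10 had a mean of at least 1 TPM, and 8 of the 95, of which 5 had a mean of at least 1 TPM. Genes of mitosis and DNA replication contributed 21 of the 385, with a median of 0.287 TPM. The 6 ribosomal protein transcripts among the 385 all had a mean of at least 1 TPM, from 1.19 to 59.6 TPM. Supplementary files 2 and 3 share 53 transcripts.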

Similar to the non-dividing cells in regenerating stump tissues, many transcripts involved in ECM regulation and inflammatory signaling (both pro- and anti-inflammatory) were also dysregulated in full skin flap epithelial cells (Figure 1—figure supplement 1F). 

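In FSF epithelium, 4 of 5 mucin transcripts and 6 of 24 interferon response transcripts had a mean of at least 1 TPM. The paper lists the first group as higher in FSF and the second as lower, from comparisons with these same libraries. Their difference in level follows in part from that choice. All 5 transcripts that Supplementary file 3 matches to MUC5A or MUC5B, secreted gel-forming mucins, were above 0 in all 3 FSF epithelium libraries. The MUC5B transcript c1087476_g1_i1 had 30.5, 22.4 and 46.3 TPM and c1686431_g1_i1 had 21.6, 18.1 and 40.3 TPM. The MUC5A transcript c1196371_g1_i1 had 19.8, 20.2 and 15.4 TPM, c1461347_g1_i1 had 6.98, 4.57 and 6.63 TPM, and c1091411_g4_i1 had 0.868, 0.986 and 0.387 TPM, against a mean of 2.00 TPM in FSF 2N. The log2 fold changes of these 5 in the paper's Supplementary file 3 range from -4.21 to -3.00, toward FSF. Of the 24 interferon response transcripts that the paper lists as higher in regenerating wound epidermis, 1 was listed at 0 in all 3 FSF epithelium libraries and the median was 0.534 TPM. The highest was IFI6, an interferon-induced protein, at 6.53, 6.79 and 5.13 TPM in c1058399_g1_i1. In FSF epithelium, 15 of 16 tested interferon response transcripts were higher in replicate 1 than in replicate 3, with a median log2 ratio of 1.32. Of all tested transcripts, 49.8% were.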

Components of interferon and cytokine signaling failed to be induced in full skin flap derived epithelial cells, while anti-pathogenic mucins including *muc5a* and *muc5b* were overexpressed, suggesting dysregulation of inflammatory processes. 

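Mpeg1 encodes a pore-forming protein of macrophages. In FSF epithelium, the transcript c1090171_g3_i3 differed widely between libraries, at 12.3, 4.15 and 0.326 TPM, and the paper's log2 fold change for it is 4.00 toward the wound epidermis. Another isoform of the same assembled gene had a higher mean in FSF epithelium, 11.5 TPM. Over the 13 macrophage and osteoclast transcripts that could be tested, 12 were higher in replicate 1 than in replicate 3 of the FSF epithelium, with a median log2 ratio of 1.20. Of all tested transcripts, 49.8% were, with a median log2 ratio of 0. The shift was not particular to this list, since 15 of 16 interferon response and 11 of 11 ribosomal protein transcripts were also higher in replicate 1. In FSF 2N cells, the transcript c973538_g5_i1 had 1.91, 1.53 and 1.34 TPM, and the paper's log2 fold change is 1.48 toward regenerating limbs. That transcript had 1.01, 0.316 and 0.773 TPM in FSF 4N cells and 2.73, 1.42 and 0.911 TPM in FSF epithelium.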

Interestingly, *mpeg1* commonly failed to be induced in the full skin flap epithelium as well as non-dividing cells in regenerating stump tissues, potentially indicating a defect in macrophage infiltration during early regeneration. Furthermore, ECM components expressed in intact skin (e.g. *otoan, k1c15, k1c19, k2c5*) lost expression in full skin flap epithelia, and other ECM regulators including *finc, palld,* and *mmp3* were also differentially expressed. These data strongly suggest that direct communication between regenerating mesenchymal tissues and epithelial cells is crucial for proper modulation of early inflammatory responses and ECM remodeling.

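Each of the 6 annotated transcripts of otoan, k1c15, k1c19 and k2c5 was above 0 in all 3 FSF epithelium libraries, and 3 of them had a mean of at least 1 TPM. Keratin 5, a type II keratin of basal keratinocytes, was the highest at 189, 147 and 77.0 TPM in c1091062_g2_i1, and the paper's log2 fold change for it is 1.53 toward the regenerating wound epidermis. Otoancorin had 1.54, 0.873 and 0.592 TPM in c1091633_g2_i1, keratin 15 had 0.436, 0.467 and 0.387 TPM in c1058430_g3_i1, and keratin 19 had 1.46, 1.98 and 4.75 TPM in c1092323_g3_i3. Fibronectin in c1091100_g3_i1 had 1.73, 0.641 and 0.0900 TPM, with a paper value of 3.06. Palladin, an actin-binding protein, had 0.446, 0.199 and 0.127 TPM in c1086374_g1_i6, with a paper value of 2.03. The stromelysin mmp3 had 1.27, 0.830 and 0.126 TPM in c1060167_g3_i1, with a paper value of -7.54, toward FSF, while another isoform of the same assembled gene had a mean of 1.85 TPM. Of 16 tested extracellular matrix transcripts, 14 were higher in replicate 1 than in replicate 3 of the FSF epithelium, with a median log2 ratio of 1.32. Of all tested transcripts, 49.8% were.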

### Midkine is highly expressed in the basal layers of the wound epidermis/AEC and blastemal progenitors

*Midkine* (*mk*) is a pleiotropic growth factor cytokine that has been shown to regulate a variety of processes including development, tumorigenesis, inflammation, and tissue repair (Muramatsu, 2010; Weckbach et al., 2011; Gramage et al., 2015; Karaman and Alitalo, 2017). Interestingly, we noticed that *mk* expression was induced in the wound epidermis and highly upregulated in early regenerating stump tissues. In full skin flap sutured limbs, *mk* expression decreased across all transcriptionally profiled subpopulations (Figure 2—figure supplement 1A). Specifically, while *mk* expression in regenerating stump tissues was lower, *mk* failed to be transcriptionally induced in full skin flap epithelial cells. These data suggested that *mk* may modulate wound epidermis development/function. Hence, we chose to further explore the role of *mk* during limb regeneration.

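Midkine was measured as transcript c1057474_g1_i2. The tests here are between FSF populations and do not test its level against regenerating limbs. For that comparison in the epithelium, the paper's log2 fold change is 3.22 toward the wound epidermis. Among the FSF populations, midkine had its lowest mean in FSF epithelium. It had 20.2, 19.2 and 18.1 TPM in FSF 2N cells (mean 19.1 ± 1.05, SD, n = 3 libraries), 55.6, 21.2 and 81.2 TPM in FSF 4N cells (mean 52.6 ± 30.1, SD, n = 3) and 8.44, 2.63 and 1.27 TPM in FSF epithelium (mean 4.11 ± 3.81, SD, n = 3). The log2 fold change of FSF epithelium over FSF 4N was -3.66 (standard error 0.59, limma adjusted p = 0.00865), and every epithelium library was below every 4N library. Over FSF 2N it was -2.42 (standard error 0.59, limma adjusted p = 0.0678), which did not pass the threshold, although every epithelium library was below every 2N library. FSF 4N against FSF 2N gave 1.24 (standard error 0.59, limma adjusted p = 0.734). Each of the 3 comparisons had p = 0.1 in a two-sided exact permutation test, the smallest p that 3 libraries against 3 allow. Without FSF epithelium replicate 1, the epithelium mean was 1.95 TPM and the comparison with FSF 2N passed the threshold at -3.06 (limma adjusted p = 0.0319; over all alternatives 0.0265 to 0.271). It also passed without FSF 4N replicate 2 and with only the 6 libraries of the comparison, while epithelium against FSF 4N no longer passed with no filter on low values (limma adjusted p = 0.055; over all alternatives 0.00565 to 0.055). Without FSF 4N replicate 2, the FSF 4N mean was 68.4 TPM.

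**Figure D2:**
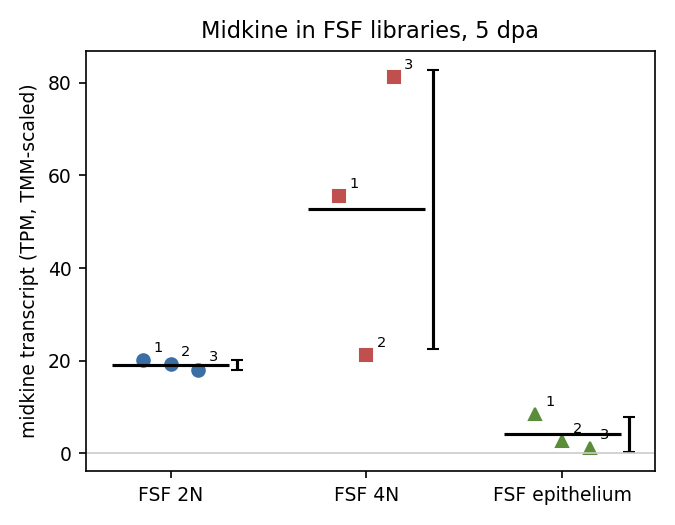
Midkine transcript level (vertical axis, TMM-scaled TPM) in the 3 FSF populations (horizontal axis) at 5 dpa. Points are single libraries with their replicate number, horizontal lines are means and bars are the SD of 3 libraries. The epithelium libraries lie between 1.27 and 8.44 TPM, below all stump libraries.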

To determine when and in which cell types *mk* is expressed during limb regeneration, we performed a series of single and double in situ hybridizations. Time course in situ hybridization of *mk* confirmed that it is highly expressed during limb regeneration, but not in full skin flap sutured regenerating limbs (Figure 2A–G). In non-regenerating intact limbs, *mk* was lowly expressed in cells interspersed throughout the muscle and dermis (Figure 2A–A’). During regeneration, *mk* became strongly expressed in both the basal layers of the wound epidermis and mesenchymal cells within regenerating stump tissues beginning at 3 dpa (Figure 2B–C’). To determine whether *mk* expression was first up-regulated in regenerating stump tissues or the wound epidermis, we performed a more detailed analysis of the onset of *mk* expression prior to 3 dpa. In situ hybridization of *mk* at 24 and 56 hours post-amputation (hpa) revealed a small population of *mk*^+^ cells interspersed throughout regenerating stump tissues with little to no expression of *mk* in the basal layers of the wound epidermis until 72 hpa (Figure 2—figure supplement 2A). Together, these data indicate that *mk* is first expressed in regenerating stump tissues prior to the induction of expression in the wound epidermis. During later stages of regeneration, *mk* expression persisted at high levels in the basal layers of the AEC and lower levels in the blastema (Figure 2D–F’). Interestingly, we also noticed relatively strong *mk* expression within the non-regenerating tissue at the base of the blastema (Figure F-F’), suggesting *mk* may play a role in differentiation during later stages of regeneration. Immunostaining of axolotl MK protein further revealed the presence of MK protein throughout the AEC and blastema, providing evidence that it is indeed secreted (Figure 2—figure supplement 1B–F’).

**Figure 2.**
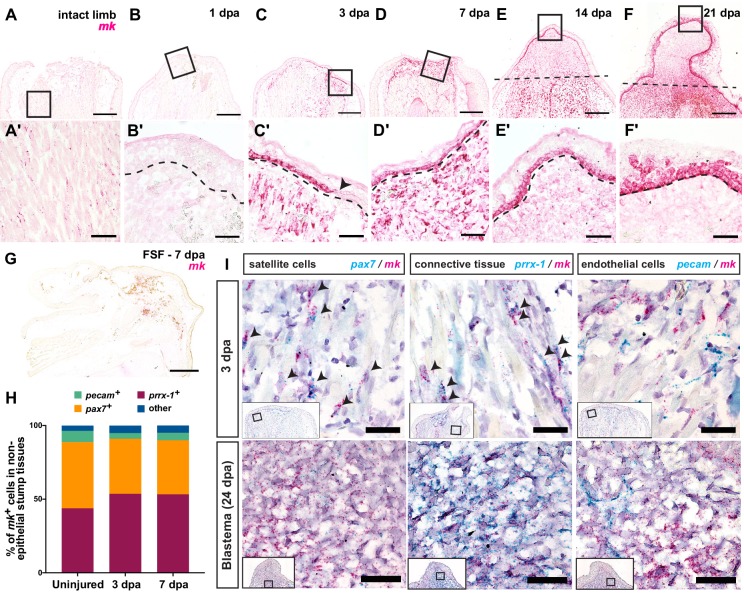
*Midkine* (*mk*) is highly expressed in the basal layers of the wound epidermis/AEC and blastemal progenitors. (**A–F’**) Timecourse RNAscope in situ hybridization of *midkine* at 0 (intact), 1, 3, 7, 14, and 21 dpa. Insets in A-F are shown in A’-F’ at higher magnification. Arrowhead in C’ denotes the beginning of the wound epidermis. Dotted line marks amputation plane in E and F or wound epidermis/AEC boundary in B’-F’. (**G**) In situ hybridization of *mk* in full skin flap sutured limbs at 7 dpa. Axolotl MK protein expression can be found in Figure 2—figure supplement 1. (**H**) Breakdown of the percentages of *mk^+^* cells that are *pax7*^+^, *prrx-1*^+^, and *pecam*^+^ in regenerating stump tissues during early stages of regeneration. At 3 dpa, a total N of 1579, 444, and 1180 cells were counted for *pax7*, *prrx-*1, and *pecam* double in situs, respectively. At 7 dpa, a total N of 456, 1043, and 274 cells were counted for *pax7*, *prrx-*1, and *pecam* double in situs, respectively (Figure 2—source data 1). (**I**) Representative images of RNAscope double in situ hybridization of *mk* with *pax7* (left), *prrx-*1 (middle), or *pecam* (right) at early (3 dpa) and later blastema (24 dpa) stages. Insets depict where higher magnification images were taken. Black arrowheads mark double positive cells. More detailed analysis of the onset of *mk* expression in early stages of regeneration, representative images of double in situ hybridization of *mk* with cell type-specific markers in uninjured tissue, as well as the analysis of *mk* co-expression with the monocyte marker *csf1r* can be found in Figure 2—figure supplement 2. Scale bars, A-G: 500 µm, A’-F’: 100 µm, I: 50 µm. dpa, days post-amputation, FSF, full skin flap. Figure 2—source data 1.Raw counts for *mk* double in situ hybridizations with cell-type specific markers.

**Figure 2—figure supplement 1.**
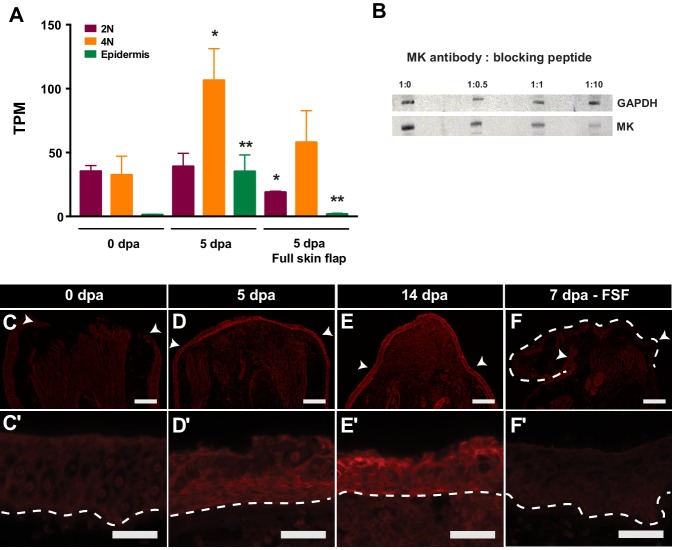
MK protein is found throughout the wound epidermis/AEC. (**A**) Normalized TPM levels of *midkine* (*mk*) in regenerating and full skin flap conditions. (**B**) Validation of custom polyclonal rabbit anti-MK antibody. Western blotting was performed with increasing volumetric ratios of MK antibody: blocking peptide ratios on 10 dpa protein extracts and revealed lower levels of staining with increased levels of peptide. (**C–F’**) Immunostaining of axolotl MK protein at 0 (**C–C’**), 5 (**D–D’**) and 14 dpa (**E–E’**). White arrowheads denote the amputation plane. Higher 20x magnification images of the wound epidermis or AEC (14 dpa) are shown in C’-F’. (**F–F’**) Immunostaining of axolotl MK protein in full skin flap sutured limbs at 7 dpa reveals lower levels of expression. Dotted lines demarcate full skin flap in F and the wound epidermis/stump boundary in C’-F’. Graphs are mean ± SD. **p<0.005, *p<0.05. Scale bars, B, E-H: 500 µm, E’-H’: 100 µm. FSF, full skin flap; dpa, days post-amputation.

**Figure 2—figure supplement 2.**
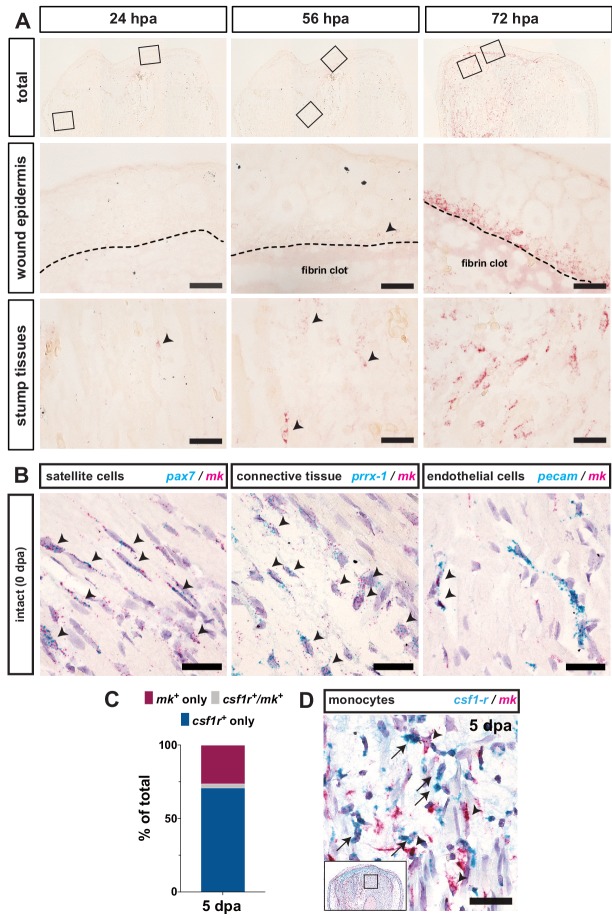
*Mk* is expressed in satellite cells, connective tissue, and endothelial cells in intact tissues. (**A**) RNAscope in situ hybridization of *mk* at 24, 56, and 72 hpa. Dotted line denotes wound epidermis boundary. Black arrowheads point to examples of *mk^+^* cells. (**B**) Double RNAscope in situ hybridization of *mk* in red and *pax7* (left) (N = 1073 cells counted), *prrx-1* (middle) (N = 1723 cells counted), and *pecam* (right) (N = 1693 cells counted) in blue in non-regenerating intact limbs. Black arrowheads mark double positive cells. (**B**) Quantification of *mk^+^* only, *csf1r*^+^ only, and co-positive cells. (**C**) Double RNAscope in situ hybridization of *mk* and *csf1r* at 5 dpa reveals discrete expression patterns (N = 582 cells counted). Black arrowheads denote *mk^+^* only cells and black arrows denote *csf1r*^+^ only cells. Scale bars are 50 µm. hpa, hours post-amputation, dpa, days post-amputation.

Next, to identify which cell types expressed *mk* in regenerating stump tissues, we performed double in situ hybridization of *mk* with various cell type-specific markers in non-regenerating and regenerating limbs. Because we had observed *mk*^+^ cells interspersed in the muscle and dermis of intact tissues, we surmised that *mk* may be expressed at low homeostatic levels in subsets of connective tissue, muscle, or endothelial cells. To examine this possibility, we performed double in situ hybridization of *mk* with *prrx-1*, *pax7*, and *pecam*, which are markers for connective tissue cells (Gerber et al., 2018), muscle satellite cells (Sandoval-Guzmán et al., 2014), and endothelial cells (Whited et al., 2013), respectively. Indeed, our analysis revealed that approximately 96.4% of *mk*^+^ expressing cells in non-regenerating tissues were comprised of *prrx-1^+^* connective tissue cells (~43.8% of *mk^+^* cells), *pax7*^+^ satellite cells (~44.9% of *mk^+^* cells), and *pecam*^+^ endothelial cells (~7.7% of *mk^+^* cells) (Figure 2H, Figure 2—figure supplement 2B).

Interestingly, we observed a relatively similar breakdown of *mk*^+^ cells across all three cell types during early stages limb regeneration (Figure 2H–I). At both 3 and 7 dpa, *mk*-expressing cells could be divided into connective tissue cells (~53–54%), satellite cells (~36–37%), and a small percentage of endothelial cells (4–5%). Given heavy immune cell infiltration during wound healing stages of regeneration, we also investigated whether *mk* was expressed in monocytes by performing double in situ hybridization with *csf1-r*, a monocyte marker (Grayfer et al., 2014). We found that only a small percentage (~9%) of *mk^+^* cells were *csf1-r^+^* and only 3.7% of *csf1-r*^+^ monocytes were *mk*^+^ at 5 dpa (Figure 2—figure supplement 2C–D), indicating *mk* is not predominantly expressed in monocytes. In addition, while the densely packed cells within the blastema at 24 dpa precluded the accurate quantification of double positive cells, we did observe overlapping expression patterns between *mk* and both *prrx-1* and *pax7*, but not *pecam* (Figure 2I), indicating *mk* expression persists in connective tissue and muscle-derived blastemal cells. Altogether, these data strongly indicated that *mk* expression is highly up-regulated during limb regeneration in the majority of blastemal cells, since satellite and connective tissue cells comprise most of the blastema (Fei et al., 2017; Gerber et al., 2018). As communication between blastemal cells and the basal layers of the wound epidermis/AEC is crucial for blastema formation (Stocum and Dearlove, 1972), the unique expression pattern of *mk* in both cell types suggested that *mk* may play an important role in facilitating signaling between the two tissues.

### Chemical and genetic perturbation of mk impairs limb regeneration

We next examined whether *mk* loss-of-function affected limb regeneration using both chemical and genetic methods. We first performed drug treatments with a small molecule inhibitor of MK, iMDK (Masui et al., 2016) (Figure 3). Treatment with iMDK beginning at either 0 or 7 dpa completely inhibited limb regeneration (Figure 3A–B). Alcian blue staining of limbs at 60 dpa confirmed that no skeletal structures had regenerated in iMDK-treated limbs (Figure 3C–D). We also generated F0 *mk* CRISPR mutants to perturb *mk* genetically (Figure 3E). The slow development of axolotl embryos permits high penetrance of mutations allowing phenotyping to occur at the F0 stage (Fei et al., 2018). *Mk* F0 mutants generated by targeting the start codon with CRISPR technology (see Materials and methods) developed with no visible abnormalities and anatomically normal limbs (Figure 3—figure supplement 1). Many of these mutants had mosaic null genotypes. Upon amputation, *mk* F0 mutants exhibited delayed blastema formation and regeneration (Figure 3E–F). Notably, measurements of blastema length at 14 dpa revealed that the severity of delay in regeneration segregated based on genotype, with *mk* mosaic null animals (>99% mutant alleles) exhibiting the most severe delay compared to control animals (Figure 3G–I). These data demonstrate that both chemical and genetic perturbations of *mk* impair limb regeneration.

**Figure 3.**
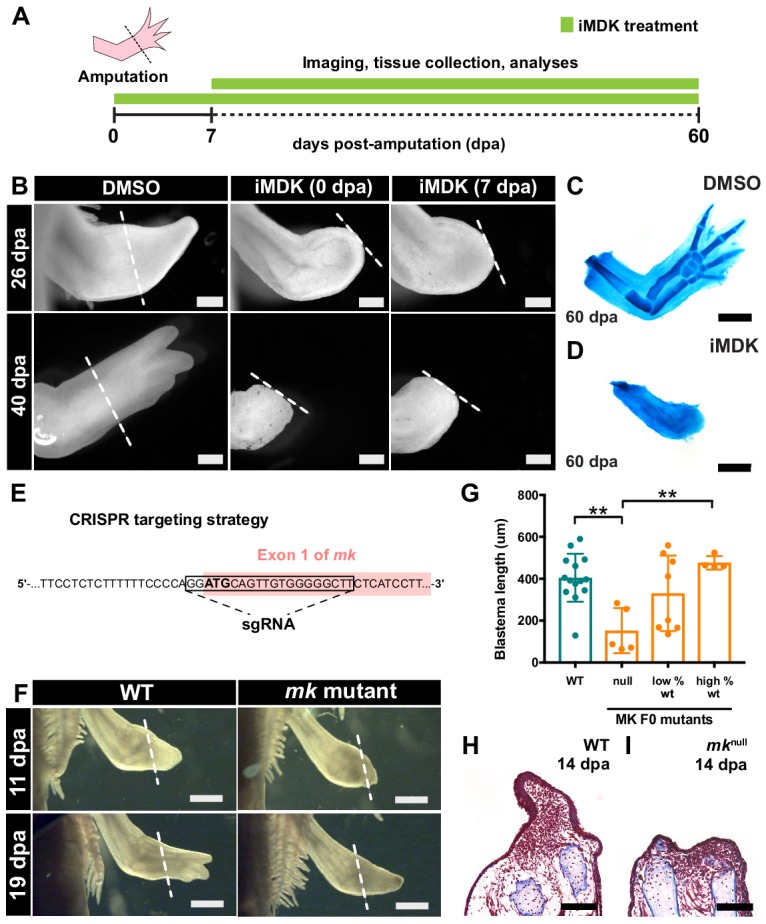
Chemical and genetic perturbations of *mk* impair limb regeneration. (**A**) Experimental design. (**B**) Brightfield images of DMSO- or iMDK-treated limbs (N = 4/4 iMDK-treated in each condition did not regenerate). (**C–D**) Alcian blue staining of DMSO- or iMDK-treated limbs at 60 dpa. (**E**) CRISPR strategy to target the start codon of *mk* to generate mutants. Control animals were generated using a non-targeted tracrRNA/cas9 complex and were unmodified at the *mk* locus. (**F**) Brightfield images of regenerating limbs from control animals or *mk* F0 mutants. (**G**) Quantification of blastema length at 14 dpa in control or *mk* mutant limbs. The severity of the delay in regeneration segregated based on genotype of the animal as either control (*mk*^WT^), mosaic null (*mk*^null^), or partially modified (low or high % WT alleles) (N = 14 control *mk*^WT^, 5 *mk*^null^, 8 low % WT, 4 high % WT). Graph is mean ± SD. (**H–I**) Representative images of picro-mallory stained sections of regenerating limbs in control animals or *mk* null mutants. Example genotyping analyses and *mk* null mutant immunofluorescence validation can be found in Figure 3—figure supplement 1. **p<0.005, two-tailed unpaired Student’s t-test was employed. Each N represents one limb from a different animal. White dotted lines mark amputation plane. Scale bars, B-D, H-I: 500 µm, F: 1 mm. WT, wildtype, dpa, days post-amputation.

**Figure 3—figure supplement 1.**
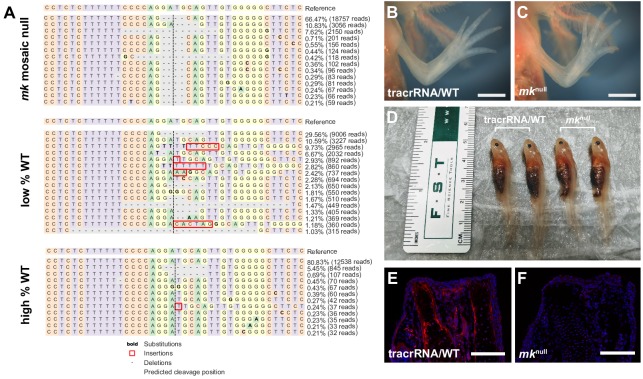
CRISPR generation of *mk* mosaic null mutants. (**A**) Example genotyping results of fully modified (mosaic null, abbreviated *mk*^null^) or partially modified (low % or high % WT) animals. (**B–C**) Representative brightfield images of tracrRNA control and *mk*^null^ forelimb of four-month old sibling axolotls. (**D**) Side-by-side brightfield image of tracrRNA control and *mk*^null^ axolotls demonstrating no gross observational difference in body size. (**E–F**) Representative MK immunostaining of a tracrRNA control or *mk* mosaic null mutant at 7 dpa reveals a loss of staining. Scale bars, B-C: 2 mm, E-F: 500 µm. dpa, days post-amputation.

### Mk loss-of-function leads to impaired AEC development and persistent inflammation

To elucidate the cellular mechanism of the regeneration defect, we further characterized both iMDK-treated and *mk* null (*mk*^null^) mutant regenerating limbs (Figure 4). Interestingly, iMDK-treated regenerating limbs had significantly lower percentages of total EdU^+^ cells during late (14 dpa), but not early stages of limb regeneration (5 dpa) (Figure 4A–B). Furthermore, blastemal cells accumulated at the amputation plane in iMDK-treated limbs even at 40 dpa (Figure 4—figure supplement 1), however blastemal outgrowth never occurred, altogether suggesting that *mk* is involved in maintenance, but not induction of cellular proliferation. In addition, we observed a significantly thinner wound epidermis in both iMDK-treated and *mk*^null^ mutant limbs during later stages of regeneration compared to controls (Figure 4C–H). These dual observations indicated a defect in wound epidermis expansion and function during AEC development.

**Figure 4.**
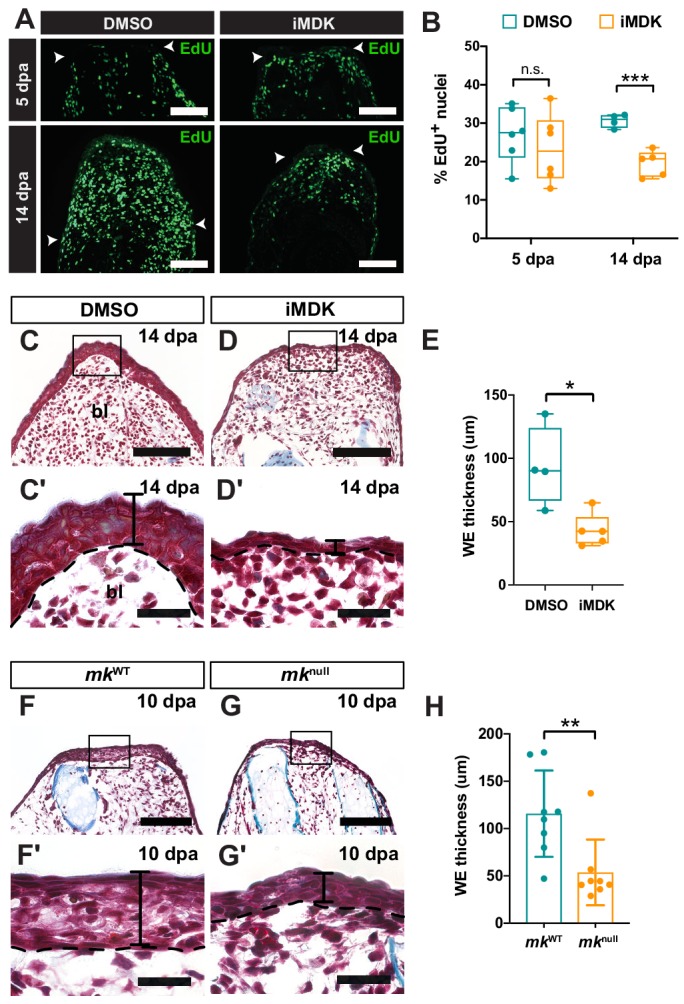
*Mk* perturbations result in defective AEC development. (**A–B**) EdU staining (**A**) and quantification (**B**) of the total percentage of EdU^+^ nuclei of DMSO/iMDK-treated limbs at 5 dpa (N = 6 DMSO, 6 iMDK) and 14 dpa (N = 4 DMSO, 5 iMDK). White arrowheads denote the amputation plane in A. (**C–D’**) Picro-mallory stained sections from regenerating limbs from DMSO/iMDK-treated animals. Higher magnification images of the AEC are shown in C’-D’. (**E**) Quantification of wound epidermis (WE) thickness in DMSO/iMDK-treated regenerating limbs at 14 dpa (N = 4 DMSO, 5 iMDK). (**F–G’**) Picro-mallory stained sections from regenerating limbs from regenerating limbs of control WT (*mk*^WT^) or *mk*^null^ animals. Higher magnification images of the developing AEC at 10 dpa are shown in F’-G’. (**H**) Quantification of WE thickness in regenerating limbs of *mk*^WT^ or *mk*^null^ animals at 14 dpa (N = 8 *mk*^WT^, 8 *mk*^null^). Picro-mallory staining of a 40 dpa iMDK-treated limb is shown in Figure 4—figure supplement 1. Each N represents a limb from a different animal. Two-tailed unpaired student’s t-test was used for statistical analysis. Graphs are mean ± SD. *p<0.05, **p<0.005, ***p<0.001. Scale bars, A, C-D, F-G: 200 µm, C’-D’, F’-G’: 100 µm. bl, blastema, dpa, days post-amputation.

**Figure 4—figure supplement 1.**
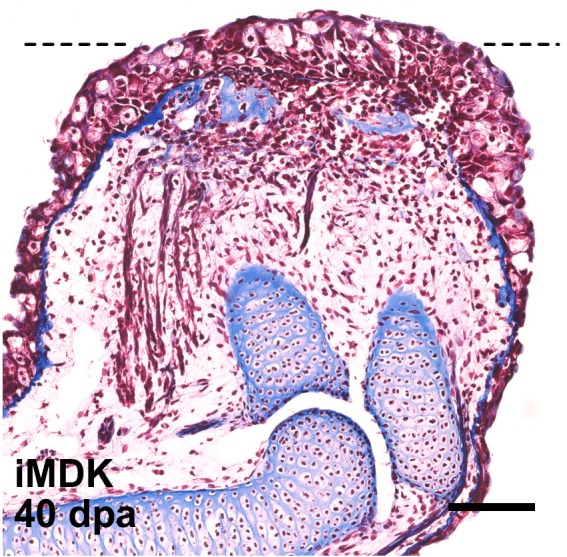
iMDK-treated limbs do not regenerate. Representative picro-mallory staining of a section from an iMDK-treated limb at 40 dpa. Re-formation of the blue collagen-thick dermal layer is commencing at the amputation plane (denoted with the black dotted line). Accumulation of fibroblastic blastemal cells can be seen at the amputation plane, although a blastema never forms. Scale bar, 200 µm.

Further analysis of TUNEL staining in both *mk*^null^ mutant and iMDK-treated regenerating limbs revealed that the defect in AEC development was primarily attributed to higher levels of cell death in the wound epidermis in both contexts (Figure 5). Altogether, these data indicate that *mk* mainly regulates early wound epidermis expansion by acting as a survival factor during the early wound epidermis transition to the AEC. In addition, while iMDK-treated limbs exhibited persistently high levels of cell death in blastemal cells, *mk*^null^ mutants had higher levels of cell death during early stages that eventually resolved to that of wildtype limbs, suggesting *mk* is not required for blastemal cell survival (Figure 5—figure supplement 1).

**Figure 5.**
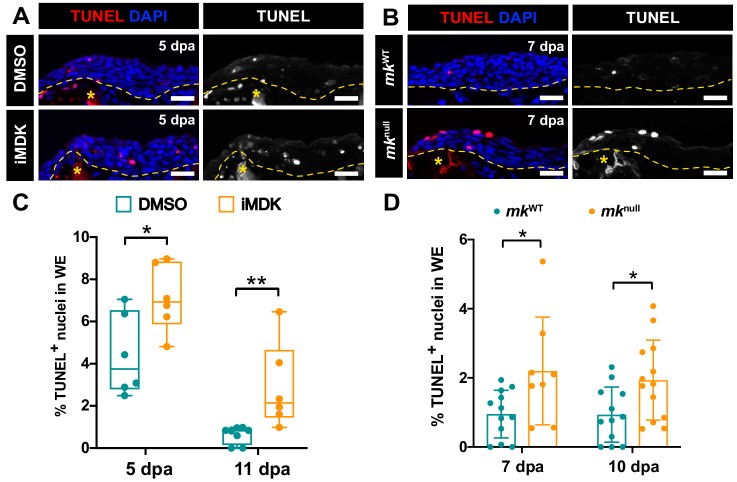
*Mk* acts as a critical survival factor during AEC development. (**A**) Representative TUNEL-stained sections from limbs of DMSO and iMDK-treated limbs. (**B**) Representative TUNEL-stained sections from limbs of regenerating *mk*^WT^ control or *mk*^null^ mutants. (**C**) Quantification of the % TUNEL^+^ nuclei in the wound epidermis of DMSO or iMDK-treated limbs limbs at 5 dpa (N = 6 DMSO, 6 iMDK) or 11 dpa (N = 8 DMSO, 6 iMDK). (**D**) Quantification of the percentage of TUNEL^+^ nuclei in *mk*^WT^ control and *mk*^null^ mutants at 7 dpa (N = 12 *mk*^WT^, 8 *mk*^null^) and 10 dpa (N = 12 *mk*^WT^, 13 *mk*^null^). Asterisks mark auto-fluorescent bone. Each N represents a limb from a different animal. Quantification of levels of blastemal cell death in DMSO/iMDK-treated and *mk*^WT^/*mk*^null^ regenerating limbs can be found in Figure 5—figure supplement 1. Two-tailed unpaired student’s t-tests were used for statistical analysis. Graphs are mean ± SD. *p<0.05, **p<0.005. Scale bars: 100 µm. dpa, days post-amputation.

**Figure 5—figure supplement 1.**
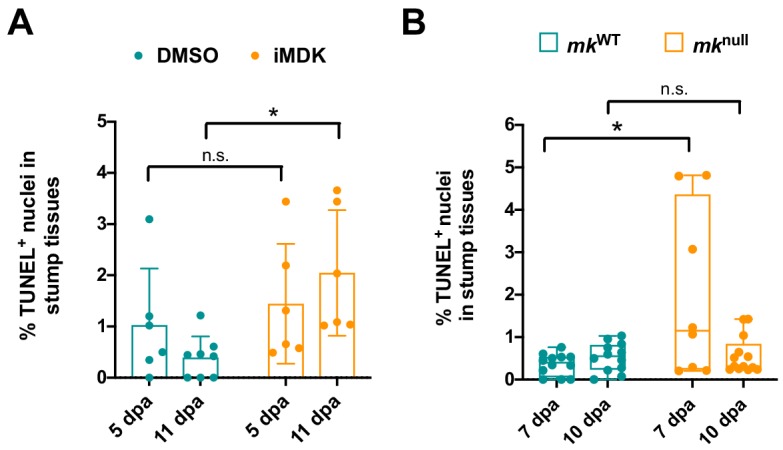
*Mk* is not required for blastemal cell survival. (**A–B**) Quantification of the percentage of TUNEL^+^ nuclei in blastemal cells of regenerating stump tissues in DMSO/iMDK-treated (5 dpa: N = 6 DMSO, 6 iMDK; 11 dpa: 8 DMSO, 6 iMDK) (**A**) or wildtype/*mk*^null^ mutant (7 dpa: N = 12 *mk*^WT^, 8 *mk*^null^; 10 dpa: N = 12 *mk*^WT^, 13 *mk*^null^) (**B**) regenerating limbs reveals iMDK-treated limbs exhibit higher consistent levels of cell death, whereas *mk* mutant limbs are able to resolve cell death. Two-tailed unpaired t-tests were performed at each time point between the two conditions for statistical analysis. Graphs are mean ± SD. *p<0.05. n.s., not significant; dpa, days post-amputation.

To determine the extent of defective AEC development, we also examined other aspects of the wound epidermis including innervation, which has been shown to be important for the AEC transition (Satoh et al., 2008; Satoh et al., 2012). Interestingly, iMDK-treatment did not impact wound epidermis innervation (Figure 6A) and data from a published microarray dataset showed similar induction of *mk* expression in innervated vs. denervated regenerating limbs (Monaghan et al., 2009). These results collectively indicate that *mk* operates in a nerve-independent manner. However, while expression of the known wound epidermis/AEC marker WE3 was observed (Figure 6A), sequencing of DMSO- and iMDK-treated limbs at 11 dpa revealed transcriptional dysregulation of many wound epidermis genes, suggestive of impaired functionality (Figure 6B–C, Supplementary file 4) (Campbell et al., 2011; Gerber et al., 2018; Leigh et al., 2018).

**Figure 6.**
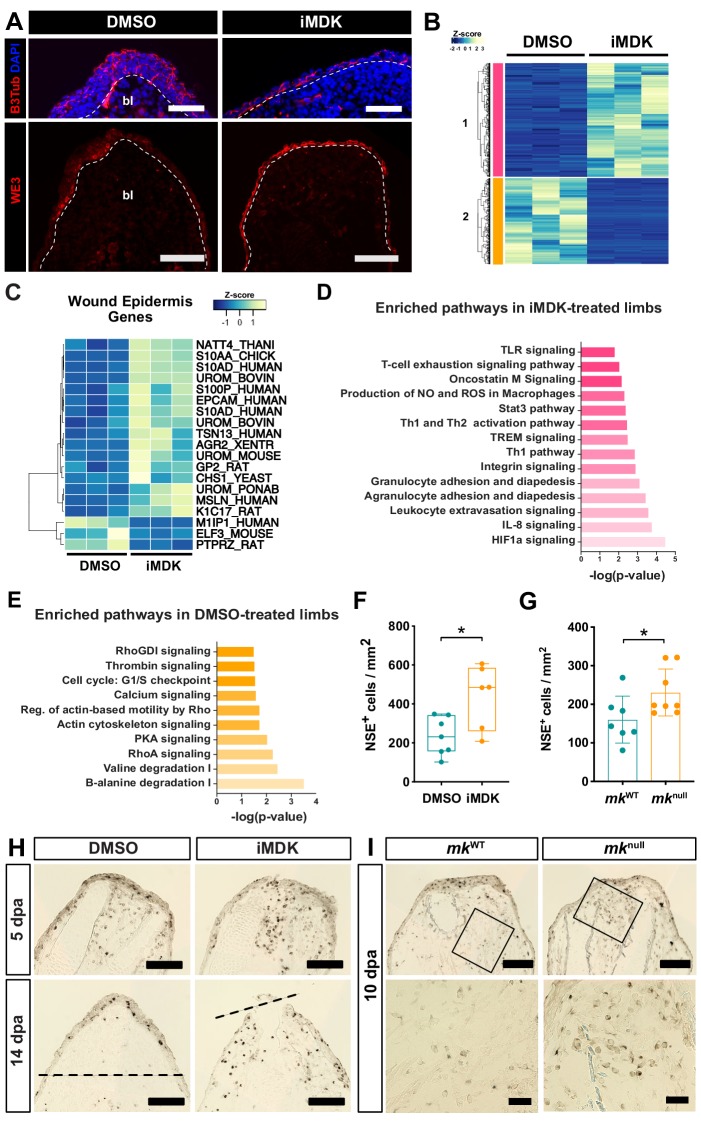
iMDK-treated and *mk* mutant regenerating limbs display dysregulated wound epidermis gene expression and persistent inflammation. (**A**) Beta-III tubulin staining or WE3 staining of DMSO- or iMDK-treated limbs. White dotted line marks boundary of wound epidermis/AEC-blastema. (**B**) Heatmap of annotated differentially expressed transcripts in DMSO- and iMDK-treated limbs (N = 3 each) reveals two main clusters (colored pink and orange) of transcripts either enriched in DMSO or iMDK treatments. Transcript expression was normalized per row and plotted as a Z-score. Differentially expressed transcripts can be found in Supplementary file 4. (**C**) Heatmap of normalized TPM expression levels of wound epidermis genes in DMSO- or iMDK-treated regenerating limbs at 11 dpa. (**D**) Plot of enriched pathways in iMDK-treated limbs. (**E**) Plot of enriched pathways in DMSO-treated limbs. (**F**) Quantification of NSE^+^ monocytes at 5 dpa in DMSO/iMDK-treated limbs at 5 dpa (N = 7 DMSO, 6 iMDK). (**G**) Quantification of the density of NSE^+^ monocytes in *mk*^WT^ control and *mk*^null^ regenerating limbs at 10 dpa (N = 7 *mk*^WT^, 8 *mk*^null^). (**H**) NSE staining of DMSO- and iMDK-treated limbs at 5 dpa and 14 dpa. Dotted lines demarcate the amputation plane. (**I**) Representative NSE stained sections from regenerating limbs of *mk*^WT^ control and *mk*^null^ mutants at 10 dpa. Higher magnification insets are shown in bottom two panels. Each N represents a limb from a different animal. Data demonstrating rescue of *mk*^null^ phenotypes via overexpression of *mk* during regeneration in mutant limbs as well as electroporation efficiency metrics can be found in Figure 6—figure supplements 1, 2 and 3. A two-tailed unpaired student’s t-test was used for statistical analysis. Graphs are mean ± SD. *p<0.05. Scale bars, A (top): 100 µm, A (bottom), H-I (top): 200 µm, I (bottom): 50 µm. bl, blastema, dpa, days post-amputation.

**Figure 6—figure supplement 1.**
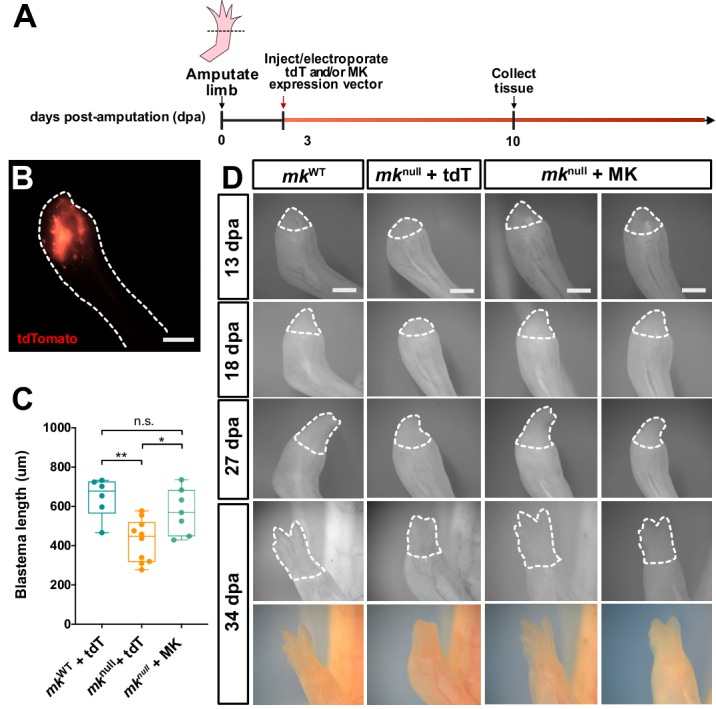
*Mk* overexpression in *mk*^null^ regenerating limbs rescues delayed regeneration. (**A**) Experimental schematic of rescue experiment. Either a pCAG-MK and/or pCAG-tdTomato control overexpression construct was injected and electroporated into the regenerating limbs of wildtype or *mk*^null^ animals at 3 dpa. (**B**) Representative image of tdTomato fluorescence in a pCAG-MK/pCAG-tdTomato co-electroporated regenerating limb at 14 dpa (outlined in white dotted line). (**C**) Quantification of blastema length at 13 dpa. One-way ANOVA analyses were employed on each set of data for statistical analysis (N = 6 *mk*^WT^ + tdT, 10 *mk*^null^+tdT, 7 *mk*^null^ + MK). (**D**) Representative time course images of regenerating *mk*^WT^ and *mk*^null^ limbs electroporated with pCAG-tdTomato and/or pCAG-MK constructs. Two different rescue animals are shown here. Graphs are mean ± SD. **p<0.005, *p<0.05. Scale bars, B, D: 1 mm. n.s., not significant; dpa, days post-amputation.

**Figure 6—figure supplement 2.**
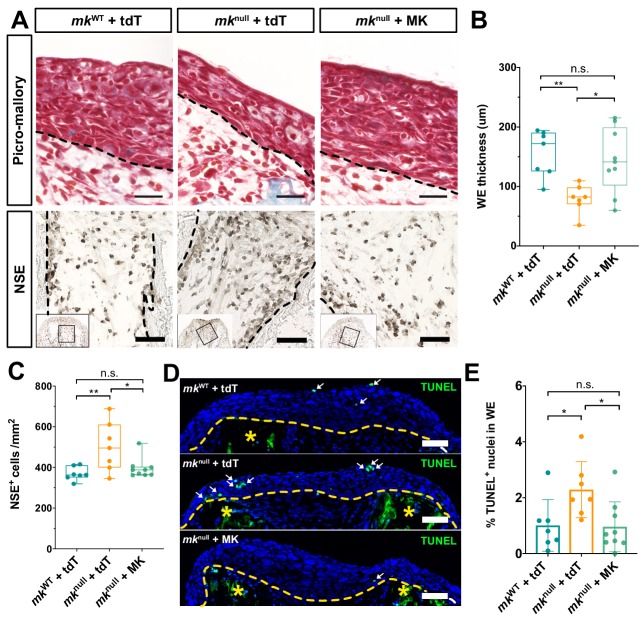
*Mk* overexpression in *mk*^null^ regenerating limbs rescues mutant wound epidermis and monocyte density phenotypes. (**A**) Representative images of picro-mallory-stained (top row) and NSE-stained (bottom row) sections from tdTomato and/or *mk*-overexpressing wildtype and mutant regenerating limbs. Black dotted lines mark the wound epidermis or bone boundary in the top and bottom rows, respectively. (**B**) Quantification of wound epidermis thickness at 10 dpa. (**C**) Quantification of NSE^+^ monocyte density at 10 dpa. (**D**) Representative images of TUNEL-stained sections, focusing on the wound epidermis. Yellow dotted line demarcates the boundary between the wound epidermis and regenerating stump tissues. Yellow asterisk marks the auto-fluorescent bone. White arrows point to green TUNEL^+^ nuclei. (**E**) Quantification of TUNEL^+^ nuclei in the wound epidermis at 10 dpa. One-way ANOVA analyses were employed on each set of data for statistical analysis (N = 7 *mk*^WT^ + tdT, 7 *mk*^null^+tdT, 9 *mk*^null^ + MK). Graphs are mean ± SD. **p<0.005, *p<0.05. Scale bars, B (top row), 50 µm, B (bottom row) and D, 100 µm. n.s., not significant; dpa, days post-amputation.

**Figure 6—figure supplement 3.**
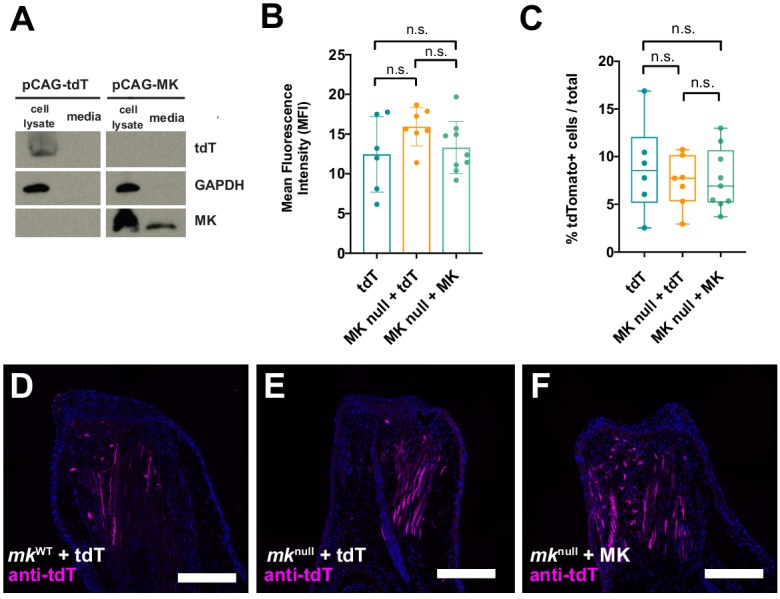
Electroporation efficiencies are similar between pCAG-tdTomato and pCAG-MK injected *mk*^null^ mutant and *mk*^WT^ regenerating limbs. (**A**) Validation of pCAG-MK overexpression construct with MK antibody. Western blots of either pCAG-tdTomato or pCAG-MK transfected 293 T cells with the custom axolotl-MK antibody reveals the overexpression and secretion of axolotl MK in pCAG-MK, but not pCAG-tdTomato (tdT), transfected cell lysates and media. (**B–C**) Quantification of mean fluorescence intensity and the percentage of tdTomato^+^ expressing cells out of total DAPI^+^ cells in the distal-most 500 µm of regenerating tissue at 10 dpa. (**D–F**) Representative images of anti-tdTomato-stained sections from each condition. One-way ANOVA analyses were employed on each set of data for statistical analysis (N = 7 *mk*^WT^ + tdT, 7 *mk*^null^+tdT, 9 *mk*^null^ + MK). Scale bars, 500 µm. dpa, days post-amputation, n.s. not significant.

Notably, many pro-inflammatory pathways were enriched in inhibitor treated limbs (Figure 6D–E) and both *mk*^null^ mutant and iMDK-treated regenerating limbs exhibited higher monocyte densities (Figure 6F–I), suggesting that functional perturbation of *mk* likely leads to prolonged inflammation. As we uncovered an immunomodulatory role for the early wound epidermis from our transcriptional data, it is possible that the persistent inflammation in *mk* loss-of-function contexts could be indirectly caused by impaired wound epidermis functionality from defective AEC development.

Most importantly, overexpression of *mk* in *mk*^null^ mutant regenerating limbs rescued the delayed blastema formation and regeneration phenotype as well as the wound epidermis defects and high monocyte density (Figure 6—figure supplements 1–3), confirming that *mk* is indeed a regulator of both AEC development and the resolution of inflammation. As electroporation of constructs into limb epidermis is challenging and only occurs at a very low efficiency (Fei et al., 2016), the majority of *mk* was expressed and secreted from regenerating stump tissues. Therefore, these data further suggested that *mk* did not necessarily need to be produced in the wound epidermis to rescue AEC development.

### Mk is sufficient to control proliferation and inflammation in regenerating limbs

As the AEC forms via epithelial cell proliferation in peripheral skin and subsequent migration to the amputation plane (Satoh et al., 2012), we also investigated whether perturbing *mk* affected proliferation in the wound epidermis. Interestingly, iMDK-treated limbs displayed both consistently lower levels of wound epidermis proliferation as well as defects in the maintenance, but not induction, of blastemal cell proliferation in stump tissues (Figure 7—figure supplement 1A,C). However, we unexpectedly did not observe any differences in the proliferation of the wound epidermis or blastemal cells of *mk* mutants, suggesting *mk* is not required for proliferation (Figure 7—figure supplement 1B,D). These phenotypic differences in addition to the earlier presented blastemal cell death data were likely the main contributing causes to the observed variance in the severity in phenotype between iMDK-treated and *mk*^null^ regenerating limbs and suggested that genetic compensatory mechanisms may be at play in the *mk* mutants (El-Brolosy et al., 2019). Nevertheless, overexpression of *mk* in regenerating limbs beginning at 3 dpa induced visible dramatic overgrowth of the wound epidermis by as early as 7 dpa (Figure 7A–G, Figure 7—figure supplement 2). In some *mk-*overexpressing limbs, the bone also protruded through the expanded wound epidermis, indicating that the tissue integrity of the wound epidermis was likely compromised. Further analysis confirmed that this expansion was attributed to a significant increase in the percentage of EdU^+^ cells within the wound epidermis (Figure 7H–I), strongly suggesting that *mk* is sufficient, but not required, to induce proliferation in the wound epidermis.

**Figure 7.**
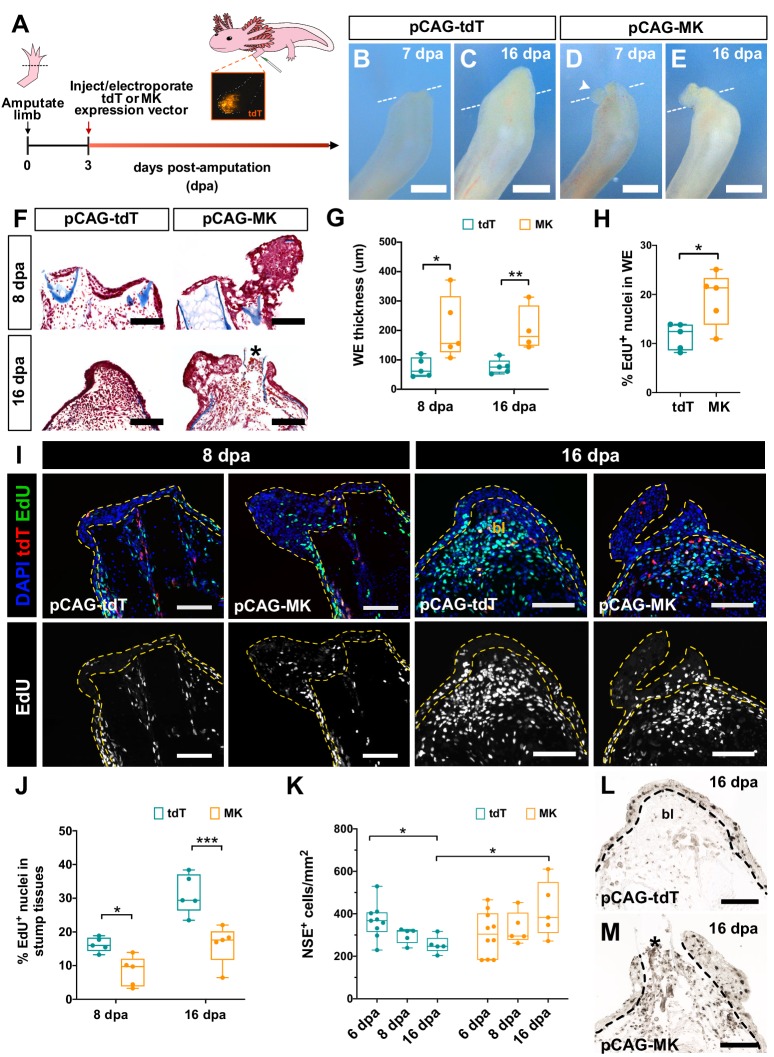
Overexpression of *mk* in regenerating limbs leads to wound epidermis expansion, decreased blastemal cell proliferation, and improper resolution of inflammation. (**A**) Schematic of *mk* overexpression experiment. (**B–E**) Representative brightfield images of tdTomato (tdT)- (**B–C**) or *mk*-overexpressing (**D–E**) regenerating limbs at 7 and 16 dpa. White dotted line denotes amputation planes and white arrowhead in D denotes small aberrant skin growth. (**F**) Representative picro-mallory stained sections of tdT- or *mk*-overexpressing regenerating limbs. Asterisk marks protruding bone. (**G**) Quantification of wound epidermis thickness in tdTomato- or *mk*-overexpressing limbs at 8 dpa (N = 5 each) and 16 dpa (N = 5 tdT, N = 4 MK). (**H**) Quantification of the percentage of EdU^+^ nuclei in the wound epidermis of tdTomato- or *mk*-overexpressing limbs at 8 dpa (N = 5 each). (**I**) Representative images of EdU-stained sections of tdTomato- or *mk*-overexpressing limbs. Wound epidermis/AEC are outlined with yellow dotted lines. (**J**) Quantification of the percentage of EdU^+^ nuclei in regenerating stump tissues of tdT- or *mk*-overexpressing limbs. (**K**) Quantification of the density of NSE^+^ monocytes in tdT- or *mk*-overexpressing limbs. (**L–M**) Representative images of NSE-stained sections in tdT- or *mk*-overexpressing limbs. Black dotted line denotes wound epidermis boundary. Asterisk denotes protruding bone. Quantification of EdU^+^ cells in the wound epidermis and blastemal cells of DMSO/iMDK-treated and WT/*mk*^null^ regenerating limbs is shown in Figure 7—figure supplement 1. Electroporation efficiency data can be found in Figure 7—figure supplement 2. Data showing that *mk-*overexpressing regenerating limbs display delayed regeneration is shown in Figure 7—figure supplement 3. Data demonstrating that overexpression of *mk* in non-regenerating intact limbs does not affect cellular proliferation or monocyte density can be found in Figure 7—figure supplement 4. Graphs are mean ± SD. Two-tailed unpaired student’s t-tests were used for statistical analysis. *p<0.05, **p<0.01, ***p<0.005. Scale bars, B-E: 500 µm, F, I, L-M: 200 µm. bl, blastema, dpa, days post-amputation.

**Figure 7—figure supplement 1.**
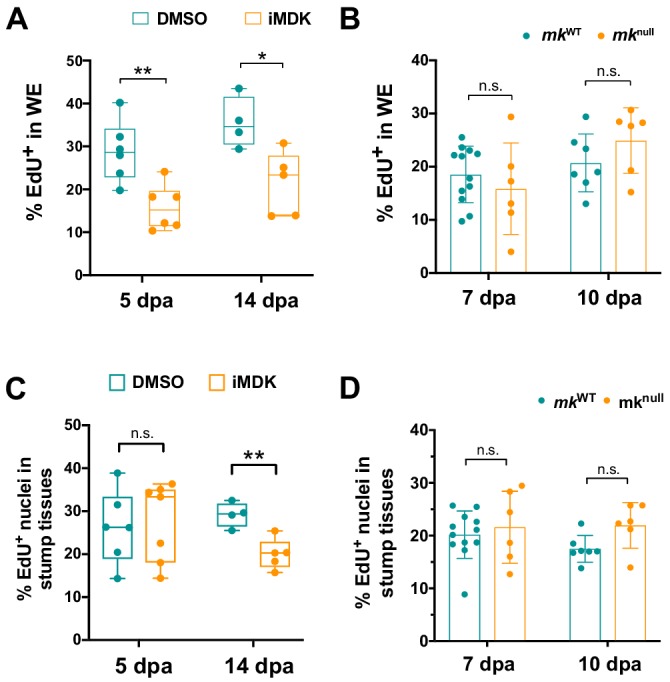
*Mk* is not required for proliferation in the wound epidermis or blastemal cells. (**A–B**) Quantification of the percentage of EdU^+^ cells in the wound epidermis (WE) of DMSO/iMDK-treated limbs (5dpa: N = 6 DMSO, 6 iMDK; 14 dpa: N = 4 DMSO, 5 iMDK) (**A**) or *mk*^WT^/*mk*^null^ limbs (7 dpa: N = 12 *mk*^WT^, 8 *mk*^null^; 10 dpa: N = 12 *mk*^WT^, 13 *mk*^null^) (**B**). (**C–D**) Quantification of the percentage of EdU^+^ blastemal cells in DMSO/iMDK-treated limbs (**C**) or *mk*^WT^/*mk*^null^ limbs (**D**). Two-tailed unpaired t-tests were performed at each time point between the two conditions for statistical analysis. Graphs are mean ± SD. **p<0.005, *p<0.05. n.s., not significant; dpa, days post-amputation.

**Figure 7—figure supplement 2.**
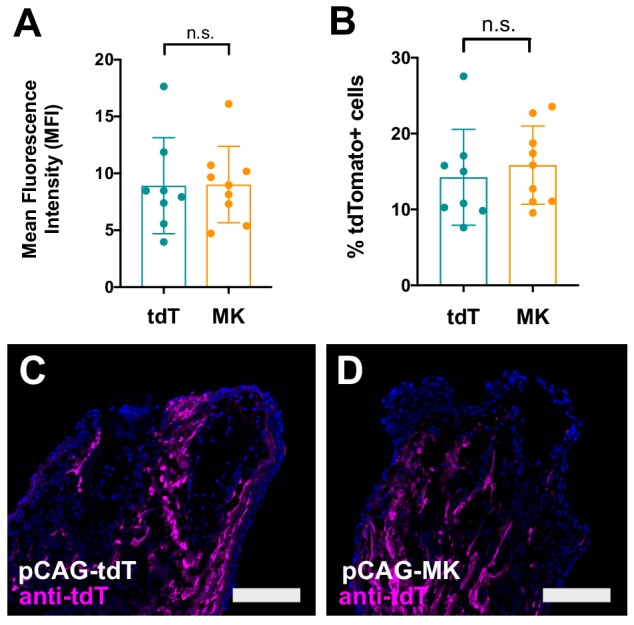
Electroporation efficiencies of pCAG-tdT and pCAG-MK injected regenerating limbs are similar. (**A–B**) Quantification of mean fluorescence intensity (MFI) (**A**) and the percentage of tdTomato^+^ cells out of the total DAPI^+^ cells (**B**) in the distal most 500 µm of regenerating pCAG-tdT (N = 8) and/or pCAG-MK (N = 9) electroporated limbs at 6 dpa. (**C–D**) Representative immunostaining against tdTomato of tdTomato- or MK-electroporated limbs. Two-tailed unpaired t-tests were performed for statistical analysis. Scale bar, 250 µm. dpa, days post-amputation, n.s., not significant.

**Figure 7—figure supplement 3.**
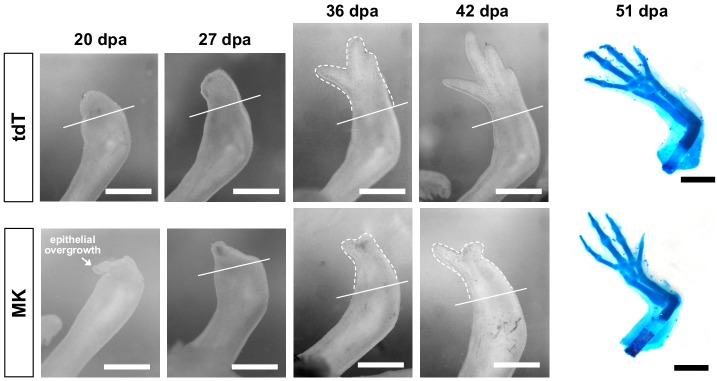
*Mk*-overexpressing limbs resolve epithelial overgrowth and undergo delayed regeneration. Representative time course images of control tdTomato (top) or *mk*-overexpressing (bottom) regenerating limbs at 20, 27, 36, and 42 dpa (N = 9/12 animals exhibited a substantial delay in regeneration). Alcian-stained regenerated limbs at 51 dpa are shown on the far right. Scale bars, 1 mm. dpa, days post-amputation.

**Figure 7—figure supplement 4.**
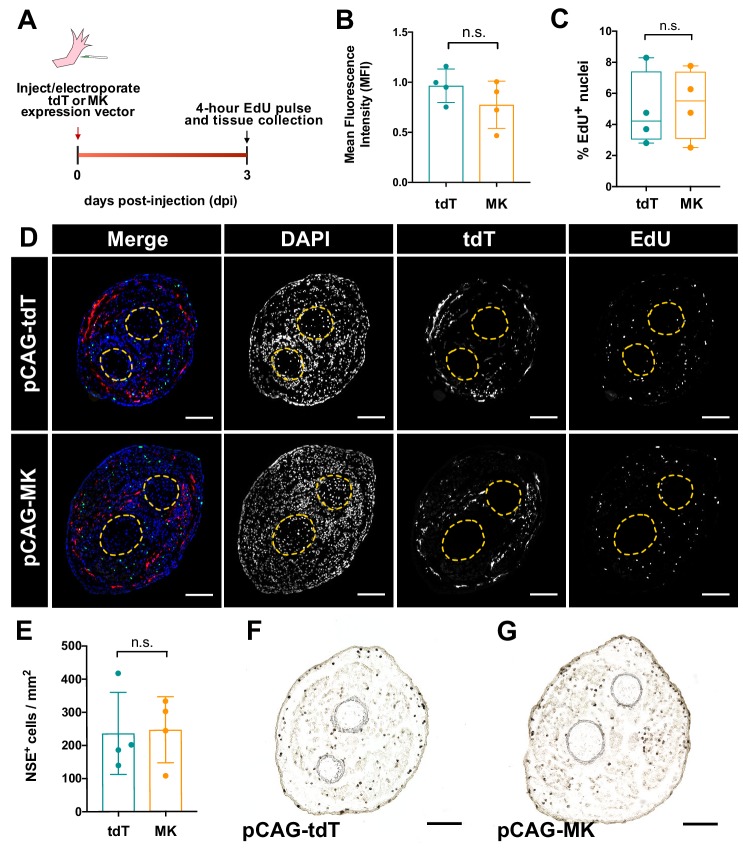
Overexpression of *mk* in non-regenerating intact limbs does not affect cellular proliferation or monocyte density. (**A**) Experimental schematic of overexpression experiment in non-regenerating limbs. (**B**) Mean fluorescence intensity (MFI) quantification of electroporated limbs. (**C**) Quantification of the percentage of EdU^+^ cells in tdT- or *mk-*overexpressing intact limbs. (**D**) Representative images of tdT and EdU-stained cross-sections from electroporated limbs. (**E**) Quantification of monocyte density in overexpression limbs. (**F–G**) Representative images from NSE^+^ stained sections from non-regenerating overexpression limbs. Two-tailed unpaired t-tests were performed for statistical analysis. Graphs are mean ± SD. Scale bars, D, F-G: 200 um. n.s., not significant.

We also observed lower levels of proliferation in blastemal cells of *mk-*overexpressing limbs (Figure 7J), indicating that high levels of *mk* during regeneration can have a suppressive effect on blastemal cell division. Furthermore, while control tdTomato-expressing limbs exhibited a significant decrease in monocyte density throughout regeneration, *mk-*overexpressing limbs displayed a persistently high monocyte density (Figure K-M), suggestive of prolonged inflammation. Together with our loss-of-function data, these results collectively suggest that *mk* levels must be tightly regulated during regeneration for proper resolution of inflammatory responses. Surprisingly, *mk-*overexpressing limbs eventually regenerated with a substantial delay, gradually resolving the overgrown wound epidermis/AEC and forming a blastema (Figure 7—figure supplement 3). Finally, in contrast to regeneration, overexpression of *mk* in intact limbs was not sufficient to affect cell proliferation or monocyte density (Figure 7—figure supplement 4), suggesting that the ability for *mk* to regulate these processes may be restricted to regenerative contexts.

### *Mk* receptors are expressed throughout regenerating limb tissues

The strong multi-tissue expression pattern of *mk* in regenerating limbs led us to investigate whether *mk* may likely be acting through autocrine or paracrine signaling. Due to *mk*’s pleiotropic functional nature, *mk* has been shown to bind to many different receptors depending on the biological context, none of which have been shown to exclusively bind *mk* (Xu et al., 2014). To determine the expression levels and patterns of *mk* receptors, we first examined our dataset. We found that transcriptional isoforms of several known receptors were expressed in both intact and/or early regenerating tissues (Figure 8A). Clustering of normalized transcript levels revealed four main clusters of expression patterns: receptors that were enriched in both the intact skin and regenerating wound epidermis/AEC, and receptors that were either downregulated, up-regulated, or maintained expression in regenerating stump tissues during regeneration.

**Figure 8.**
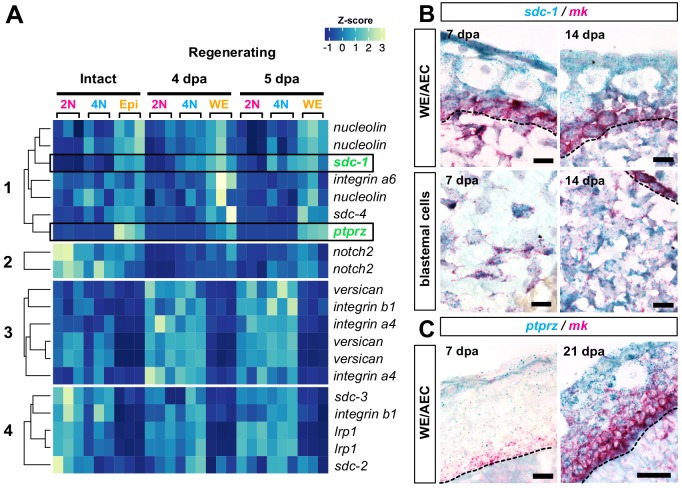
*Mk* receptors are expressed throughout regenerating tissues. (**A**) Heatmap of normalized transcript levels for expressed *mk* receptors in intact and regenerating subpopulations from our RNA-seq dataset revealed four general patterns of expression (Figure 8—source data 1). (**B–C**) Double RNAscope in situ hybridization of *mk* (bright red puncta) with its cognate receptors *sdc-1* (**B**) or *ptprz* (**C**) (dark blue puncta). Dotted black line denotes wound epidermis/AEC boundary. Since *ptprz* expression was low during early stages of regeneration, *ptprz*/*mk* in situs were performed without a hematoxylin counterstain to ease visualization of dark blue puncta in the wound epidermis at 7 dpa. Scale bars, B and C (left panel): 25 µm for 63x magnification, C (right panel): 50 µm for 40x magnification. WE, wound epidermis, AEC, apical epithelial cap, bl, blastema, dpa, days post-amputation. Figure 8—source data 1.TPM values and transcript IDs for midkine receptors in Tsai et al. (2019).

**Figure 8—figure supplement 1.**
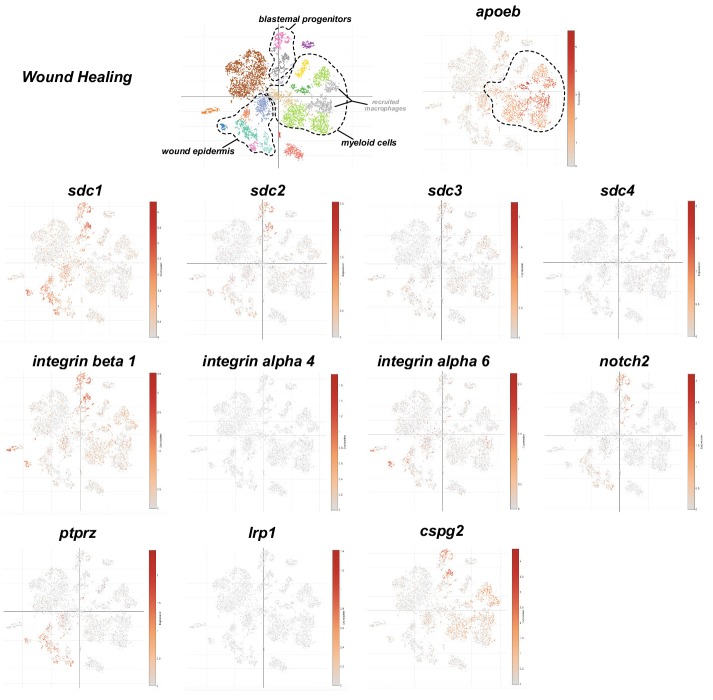
*Mk* receptors are not highly expressed in myeloid cells during wound healing. Publicly available single cell expression data of *mk* receptors from Leigh et al. (2018). Top left panel shows original clustering of single cell expression profiles at the wound healing stage of blastemal progenitors, wound epidermis, and myeloid cell populations circled. Top right panel shows t-SNE plot of *apoeb* expression, which was identified as highly enriched in myeloid cells, to give an example of a highly expressed gene in the myeloid cell populations. All panels below are t-SNE plots showing expression of *mk* receptors.

We also examined data from published single cell limb regeneration studies and found that several of these receptors were identified as markers for various different cell types throughout homeostasis and regeneration (Gerber et al., 2018; Leigh et al., 2018). For example, *syndecans* (*sdc-1,–2, −3,–4*) and *integrins* (*integrin alpha a4, a6,* and *b1*) were detected at high levels in blastemal cells, basal and outer layers of the wound epidermis/AEC, endothelial cells, and schwann cells, indicating that *mk* likely directly signals to these cells. Surprisingly, most *mk* receptors were detected at low levels or not detected at all in myeloid cells, with the exception of *integrin b1*, which was moderately expressed (Figure 8—figure supplement 1). Although not a receptor, the extracellular chondroitin sulfate proteoglycan *versican* (*cspg2*) was also detected at moderate levels in myeloid cells. *Versican* is a high affinity binding partner of *mk* that can serve as an intermediary between *mk* and target receptors, potentially on immune cells (Zou et al., 2000; Muramatsu, 2014; Wight et al., 2014). Given the low expression of *mk* receptors in myeloid cells including monocytes/macrophages, these data altogether signify that *mk* may either directly signal through these or unidentified receptors, indirectly modulate inflammation through other tissues, or both.

Interestingly, one *mk* receptor*, sdc-1* (Mitsiadis et al., 1995b), was expressed in both the blastemal cells and wound epidermis during early and later stages of regeneration, a pattern that seemed to overlap with that of *mk*. Double in situ hybridization of *mk* with *sdc-1* indeed validated the co-expression of *sdc-1* in *mk*^+^ blastemal and basal wound epidermal/AEC cells at 7 and 14 dpa (Figure 8B). Furthermore, *sdc-1*^+^ single positive cells were found in the outer layers of the wound epidermis/AEC, suggesting *mk* is capable of autocrine and paracrine signaling.

While *sdc-1* exhibited a multi-cellular expression pattern throughout regenerating tissue, we noticed that the *mk* receptor *ptprz* exhibited restricted expression in the wound epidermis/AEC (Figure 8C, Figure 8—figure supplement 1). Double in situ hybridization of *mk* and *ptprz* revealed low levels of *ptprz* expression largely restricted to the outer layers of the wound epidermis at 7 dpa. By 21 dpa, *ptprz* expression increased in the AEC and overlapped with *mk* expression in the basal layers. Furthermore, we noticed that *ptprz* failed to be up-regulated in iMDK-treated limbs, suggesting *ptprz* expression may rely on a *mk-*dependent feedback mechanism (Figure 6C). As signaling through *ptprz* has been shown to be important for cell survival (Xia et al., 2019), its restricted epithelial expression suggests that it may be a key *mk* receptor for wound epidermis-specific signaling, potentially acting in conjunction with other *mk* receptors that are also expressed in the wound epidermis. In all, these expression data demonstrate the complexity of *mk* signaling in a wide range of cell types in both limb regeneration and homeostasis.

## Discussion

While it is well known that the wound epidermis is a specialized epithelium required for the initiation of blastema formation and limb regeneration (Goss, 1956a; Thornton, 1957; Thornton, 1958; Mescher, 1976; Tassava and Garling, 1979), its roles during early stages of regeneration as well as the molecular mechanisms mediating its transition into the AEC remain largely unknown. Our study has revealed the functional roles of the early wound epithelium by examining how the separate transcriptional programs of blastemal progenitors and the surrounding tissues change in its absence. Here, we identified both early wound epidermis-dependent transcriptional programs as well as wound epithelial gene expression programs likely to be dependent on signaling from regenerating stump tissues. Importantly, our approach enabled us to identify *mk* as dual regulator of wound epidermis expansion during AEC development and the resolution of inflammation - two events that are essential for proper initiation of blastema formation.

The global transcriptional profiles of dividing progenitors are largely wound epidermis-independent during the initial stages of regeneration. Rather, we find that the transcriptional profiles of the surrounding tissues are more heavily affected when wound epidermis formation is prevented. A majority of these dysregulated transcripts are predominantly involved in inflammation, ECM remodeling, and tissue histolysis, indicating that the wound epidermis heavily modulates these processes during early stages of regeneration. Many characteristics of the initial wound healing stages post-amputation mirror those of mammals including activation of canonical inflammatory pathways (Godwin et al., 2013). Yet while most mammals activate a fibrotic scarring response post-wound healing, salamanders initiate blastema formation, suggesting there exist key differences during wound healing resolution. It is well known that differences in immune responses and ECM composition can tip the balance between scarring and regeneration (Godwin et al., 2013; Godwin et al., 2014). In light of our data, we propose that the early wound epidermis orchestrates the proper pro-regenerative niche during wound healing that is necessary for blastema formation by regulating early inflammation, ECM remodeling, and tissue histolysis.

Given that the initial cell cycle re-entry of progenitors during regeneration is independent of the wound epidermis (Mescher, 1976; Tassava and Garling, 1979; Johnson et al., 2018), our data provide transcriptional evidence to support the notion that the onset of progenitor activation is stimulated by processes inherent to the injury itself such as blood clotting (Tanaka and Brockes, 1998; Tanaka et al., 1999; Wagner et al., 2017). However, even though the overall transcriptional profile of early dividing progenitors is relatively wound epidermis-independent, we find that transcriptional activation of HIPPO, Wnt, and TGF-beta signaling in dividing progenitors is dependent on the wound epidermis. The loss of activation of not one, but all three pathways, when wound epidermis formation was prevented strongly suggests potential common regulation and synergism between these pathways, similar to other developmental and tumorigenic contexts (McNeill and Woodgett, 2010; Attisano and Wrana, 2013). As the wound epidermis/AEC is known to maintain blastemal cell proliferation (Mescher, 1976; Tassava and Garling, 1979), it is therefore possible that it does so by inducing and/or sustaining activation of HIPPO, canonical Wnt, and TGF-beta signaling in dividing progenitors. Thus, dissecting the functional interplay between these three pathways will likely elucidate the mechanisms that control early blastemal cell behaviors critical for the initial phases of blastema formation.

Common down-regulation of the macrophage marker *mpeg1* in both the non-dividing cells and epithelia of full skin flap sutured limbs further indicates that the wound epidermis may play a role in macrophage recruitment during early stages of regeneration. Macrophage depletion during early stages of limb regeneration inhibits blastema formation and results in abnormal ECM deposition reminiscent of fibrosis (Godwin et al., 2013), suggesting a tight interplay between the immune system and scarring. We find that many critical regenerative ECM remodeling enzymes and components, including various matrix metalloproteinases (Vinarsky et al., 2005) and *tenascin*, fail to be strongly induced in regenerating stump tissues in the absence of the wound epidermis. Our data therefore suggest the possibility that the wound epidermis may mediate ECM remodeling indirectly through immune cells including macrophages. Interestingly, cross-talk between the wound epithelium and macrophages through *interleukin one beta* (*il1b*) signaling is important for early stages of fish fin fold regeneration (Hasegawa et al., 2017). Our data also indicate that contact between epithelial cells and underlying regenerating stump tissues is important for proper regulation of inflammation and ECM remodeling during salamander limb regeneration. In addition, we found signatures reminiscent of defects in bone resorption, indicating that the wound epidermis may play a role in mediating early skeletal remodeling. As this area has been understudied during limb regeneration, it will be interesting to explore the potential involvement of the wound epidermis in the regulation of this process in future studies.

Notably, we identify the pleotropic growth factor cytokine *mk* as a dual regulator of AEC development and the resolution of early inflammation. *Mk* is an important mediator of a variety of processes including development, tumorigenesis, and inflammation (Muramatsu, 2010; Weckbach et al., 2011; Sorrelle et al., 2017). We demonstrate that *mk* controls early wound epidermis expansion during AEC development by acting as a cell survival signal. Increased cell death in the wound epidermis of both iMDK-treated and *mk*^null^ regenerating limbs leads to a thin wound epithelium that exhibits aberrant gene expression and likely impaired functionality. Mis-expression of wound epidermis genes including *chs1*, which is normally only expressed during wound healing (Leigh et al., 2018), also demonstrates a lack of normal wound epidermis progression from early to blastemal stages. Others have shown the role of *mk* as a survival factor in several contexts including neural crest cell development, immune cell maintenance, and tumorigenesis (Muramatsu, 2010; Cohen et al., 2012; Vieceli and Bronner, 2018), suggesting that it may be a conserved function. In fact, *mk* signaling through one of its most well-studied receptors *ptprz* regulates cell survival (Xu et al., 2014). Based on our data, it is likely that *mk*-dependent *ptprz* signaling similarly modulates cell survival during AEC development in limb regeneration given its wound epidermis-specific expression pattern. Furthermore, *mk* induced anti-apoptotic signaling has been linked to activation of the PI3K/AKT signaling cascade in B-cells (Cohen et al., 2012), neurons (Owada et al., 1999), and cancer (Dai et al., 2006). As the inhibitor iMDK also inhibits PI3K phosphorylation (Masui et al., 2016), it is possible that PI3K/AKT signaling acts downstream of *mk* in AEC development. Furthermore, *ptprz* modulates endogenous phosphorylated ß-catenin levels through its phosphatase activity, which becomes inactive upon ligand binding (Meng et al., 2000). Since Wnt signaling is essential for limb regeneration and Wnt ligands are also expressed in the wound epidermis (Kawakami et al., 2006; Yokoyama et al., 2007; Ghosh et al., 2008; Knapp et al., 2013), *mk* may also act in concert with and/or up-stream of Wnt signaling to regulate wound epidermis development.

In a variety of other contexts, *mk* also acts as a mitogen to stimulate tumor growth, tissue growth during organogenesis, and tissue repair/regeneration (Calinescu et al., 2009; Gramage et al., 2015; Masui et al., 2016; Karaman and Alitalo, 2017; Nagashima et al., 2019). For example, *mk* has been shown to induce proliferation of Müller glia in an autocrine manner during zebrafish photoreceptor regeneration (Gramage et al., 2015; Nagashima et al., 2019). Therefore, we were surprised to find that *mk*^null^ mutants did not display differences in wound epidermis or blastemal cell proliferation, despite observing lower levels in iMDK-treated limbs. We also observed higher cell death in blastemal cells that eventually resolved in *mk*^null^ mutants, but not iMDK-treated limbs. In all, these data suggested that genetic compensation may be occurring in the mutant and *mk* is likely not required for general proliferation or blastemal cell survival. While it is tempting to assume compensation is the sole cause for these differences, we cannot discount the possibility that they may have been caused by non-specific effects of the inhibitor given the exact inhibitory mechanism and direct target of iMDK remains unknown (Masui et al., 2016). Nevertheless, while not required for proliferation, *mk* was sufficient to affect proliferation at high levels. Most notably, overexpression during regeneration induced a striking ectopic expansion of the wound epidermis. Interestingly, innervation of the wound epidermis has also been shown to regulate keratinocyte proliferation in the AEC (Satoh et al., 2012). While our data suggest *mk* does not affect innervation, *mk* may act in parallel with nerve-derived factors to finely control cell death/proliferation dynamics during early wound epidermis expansion. Unexpectedly, overexpression of *mk* decreased blastemal cell proliferation. Despite ample evidence of the role of *mk* as a mitogen, *mk* has been shown to have anti-proliferative activities in some contexts. For example, MK exerts an anti-proliferative effect on dental mesenchyme during mouse tooth development, yet a proliferative effect if combined with FGF-2 (Mitsiadis et al., 1995a), indicating that MK activity can differ depending on the presence of other growth factors in the micro-environment. Hence, *mk* may act cooperatively with other secreted molecules that modulate blastema formation and growth (Kumar et al., 2007; Currie et al., 2016; Farkas et al., 2016; Sugiura et al., 2016; Tanaka, 2016; Bryant et al., 2017b) to exert stage- and cell-type specific effects during regeneration.

Notably, both loss- and gain-of-function of *mk* additionally led to signs of persistent inflammation including higher monocyte density, altogether suggesting that *mk* levels need to be tightly controlled for proper regulation of inflammation during early regeneration. Many relatively recent studies have focused on the pro-inflammatory role of *mk,* driving chronic inflammatory diseases including rheumatoid arthritis and atherosclerosis (Weckbach et al., 2011; Sorrelle et al., 2017). Removing or reducing *mk* activity in mouse models in these contexts led to less inflammation attributed to decreased leukocyte recruitment. In contrast, our data suggest that *mk* acts as an anti-inflammatory cytokine to resolve injury-induced inflammation during the initiation of limb regeneration. While inflammation is required for regeneration (Kyritsis et al., 2012; Hasegawa et al., 2017; Tsarouchas et al., 2018), prolonged inflammation can be detrimental. Recent studies have shown that macrophages play a role in resolving inflammation in both zebrafish and salamanders, by acting as a source of anti-inflammatory factors (Godwin et al., 2013; Hasegawa et al., 2017; Tsarouchas et al., 2018). Our data further suggest that both blastemal progenitors and the wound epidermis may be additional sources of anti-inflammatory molecules including *mk* that aid in resolving inflammation during early stages of limb regeneration. Moreover, it is possible that *mk* expression may be induced by macrophage-derived factors, an interesting future avenue of investigation. These findings thus highlight the need to advance our understanding of the complex molecular cross-talk between the immune system and various regenerating tissues during wound healing to gain insight into what leads to regenerative versus non-regenerative outcomes.

Finally, both overlapping and non-overlapping expression of *mk* and its receptors indicates that *mk* is likely acting through both autocrine and paracrine signaling in limb regeneration. The epithelial-mesenchymal dual expression of *mk* has been known for decades in the development of various organs including the lungs, gut, and limb buds of mice (Mitsiadis et al., 1995b). Although the expression pattern is suggestive of inductive signaling between the epithelium and developing mesenchyme, the exact functional nature of *mk* in these contexts remains largely unknown. While we did not examine *mk* expression in developing axolotl limbs, it is possible that *mk* exhibits a similar expression pattern in both the limb bud ectoderm and mesenchyme. As such, the up-regulation of *mk* in blastemal progenitors and the wound epidermis may signify the re-induction of a developmental program during the initiation of limb regeneration. Additionally, *mk* is first expressed in blastemal progenitors prior to the wound epidermis and failed to be strongly up-regulated when wound epidermis formation was prevented. Therefore, *mk* up-regulation during the initiation of limb regeneration may depend on positive feedback signaling between *mk^+^* blastemal progenitors and the wound epidermis. Moreover, *mk* receptors are expressed in intact epithelial cells and our rescue data suggest the wound epidermis is responsive to *mk* from non-epithelial sources. Hence, it is possible that *mk* secreted from blastemal progenitors may first induce *mk* expression in the wound epidermis through paracrine signaling, which is then self-sustained through autocrine signaling.

While our *mk* receptor expression data suggest that *mk* likely directly signals to the wound epidermis to regulate AEC development, how *mk* regulates inflammation remains less clear. To the best of our knowledge, besides moderate levels of *integrin b1*, we were not able to identify robust expression of *mk* receptors on populations of immune cells in our data or published single cell data. Thus, it is possible that *mk* may regulate monocyte activity directly through the low expression of these or as of yet unidentified receptor(s), indirectly through other tissues, or both. Given the data, it is likely that both regulatory mechanisms are at play. As *mk* receptors are more highly expressed throughout many other cell types and tissues, it is possible that *mk* indirectly regulates the resolution of inflammation by stimulating the secretion of anti-inflammatory factors in these tissues that then signal directly to monocytes. One likely example of such a tissue may be the wound epidermis. As we have shown that the early wound epidermis is immunomodulatory, it is conceivable that the prolonged inflammation we observed in both *mk* loss- and gain-of-function contexts was indirectly or partially caused by an impaired wound epidermis/AEC, opening up the possibility that *mk* may regulate the resolution of inflammation in an indirect manner. In all, the widespread expression of *mk* receptors throughout regenerating limb tissues underscores the complexity of *mk* function and makes it clear that future studies using tissue-specific inducible *mk* and receptor knockout models will be necessary to deconvolute the exact nature of cell-type specific *mk *signaling during regeneration.

To conclude, we have revealed the functional roles of the early wound epidermis during the initial stages of limb regeneration and further identified *mk* as a key regulator of both AEC development and the resolution of inflammation. The early expression of *mk* in both blastemal progenitors and the basal wound epidermis, key cell types that coordinate limb regeneration, suggests its expression may be linked with the ability to regenerate. As *mk* is highly conserved in other vertebrates, examining whether it plays similar roles in other appendage regeneration models and if it is differentially activated in non-regenerative systems will be important future lines of questioning. In all, we believe the findings presented here provide a solid foundation to further elucidate the molecular underpinnings of wound epidermis biology in appendage regeneration.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Ambystoma mexicanum)*	*Midkine (mk)*			
Strain, strain background (*Ambystoma mexicanum)*	Axolotl, White (d/d)	Ambystoma Genetic Stock Center (AGSC) (RRID:SCR_006372)	Cat. #AGSC_1015	Subadults and juveniles, used for FSF transcriptional analysis and functional experiments
Strain, strain background (*Ambystoma mexicanum)*	Axolotl, Albino (a/a)	Ambystoma Genetic Stock Center (AGSC) (RRID:SCR_006372)	Cat. #AGSC_1025	Subadults, used only for FSF transcriptional analysis
Genetic reagent (*Ambystoma mexicanum)*	*Mk*^null^ mutants	This paper		Generated in d/d strain
Cell line (*Homo sapiens)*	293T HEK Cells	ATCC (RRID:SCR_001672)	Cat. #CRL-3216 (RRID:CVCL_0063)	For validation of MK overexpression construct
Antibody	Polyclonal goat anti-tdTomato	LS Bio (RRID:SCR_013414)	Cat. #LS-C340696 (RRID:AB_2819022)	WB: 1:200
Antibody	Polyclonal chick anti-GAPDH	Millipore (RRID:SCR_008983)	Cat. #AB2302 (RRID:AB_10615768)	WB: 1:2000
Antibody	Polyclonal rabbit anti-midkine (axolotl-specific)	This paper, NEPeptide		IF: 1:500, WB: 1:2000
Antibody	Monoclonal mouse Anti-WE3	DSHB (RRID:SCR_013527)	Cat. #WE3 (RRID:AB_531902)	IF: 1:10
Antibody	Monoclonal mouse Anti-Beta III Tubulin	Sigma Aldrich (RRID:SCR_008988)	Cat. #T8578 (RRID:AB_1841228)	IF: 1:200
Recombinant DNA reagent	pCAG-tdTomato	Pathania et al., 2012	Addgene: Cat. #83029	Injected and electroporated at 500 ng/uL
Recombinant DNA reagent	pCAG-MK	This paper		Injected and electroporated at 500 ng/uL
Sequenced-based reagent	Custom RNAscope axolotl *prrx-1* probe (C1)	This paper		In situ hybridization probe
Sequenced-based reagent	Custom RNAscope axolotl *csf1r* probe (C1)	This paper		In situ hybridization probe
Sequenced-based reagent	Custom RNAscope axolotl *pax7* probe (C1)	This paper		In situ hybridization probe
Sequenced-based reagent	Custom RNAscope axolotl *pecam* probe (C1)	This paper		In situ hybridization probe
Sequenced-based reagent	Custom RNAscope axolotl *midkine* probe (C2)	This paper		In situ hybridization probe
Sequenced-based reagent	Custom RNAscope axolotl *ptprz* probe (C1)	This paper		In situ hybridization probe
Sequenced-based reagent	Custom RNAscope axolotl *sdc1* probe (C1)	This paper		In situ hybridization probe
Sequenced-based reagent	Alt-R CRISPR-Cas9 crRNA (*mk* specific): 5’AAGCCCCCACAACTGCATCC −3’	This paper		*Midkine* specific short guide RNA sequence
Sequenced-based reagent	Alt-R CRISPR-Cas9 tracrRNA	Integrated DNA Technologies (IDT)	Cat. #1072534	
Sequenced-based reagent	*Mk* forward genotyping primer: 5’-TTGCTTATTCCTTGTGATCATGC-3’	This paper		Genotyping primer
Sequenced-based reagent	*Mk* reverse genotyping primer: 5’- GGCACATTATTACACAGAAAGCTC-3’	This paper		Genotyping primer
Sequenced-based reagent	*Mk* nested PCR forward primer: 5’- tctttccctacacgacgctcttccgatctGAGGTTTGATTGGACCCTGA-3’	This paper		Genotyping primer
Sequenced-based reagent	*Mk* nested PCR reverse primer: 5’-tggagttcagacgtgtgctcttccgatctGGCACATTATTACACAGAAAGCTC-3’	This paper		Genotyping primer
Peptide, recombinant protein	Axolotl Midkine blocking peptide (amino acids 126 to 142)	This paper, NEPeptide		Used to validate custom polyclonal axolotl MK antibody
Chemical compound, drug	iMDK (Midkine inhibitor)	Tocris Bio (RRID:SCR_003689)	Cat. #5126	Used at 10 uM
Chemical compound, drug	EdU	Thermofisher Scientific (RRID:SCR_008452)	Cat. #A10044	Used at 8 mg/mL concentration
Commercial assay or kit	In Situ Cell Death Detection Kit, TMR Red	Roche (RRID:SCR_001326)	Cat. #12156792910	
Commercial assay or kit	In Situ Cell Death Detection Kit, Fluorescein	Roche (RRID:SCR_001326)	Cat. #11684795910	
Commercial assay or kit	Click-iT EdU Cell Proliferation Kit for Imaging	Thermofisher Scientific (RRID:SCR_008452)	Cat. #C10337	
Commercial assay or kit	α-Naphthyl Acetate Esterase (NSE) Kit	Sigma Aldrich (RRID:SCR_008988)	Cat. #91A	
Commercial assay or kit	RNAScope 2.5 HD Duplex Assay	ACD Bio	Cat. #322430	
Commercial assay or kit	Miseq Reagent Nano Kit v2 (300-cycle)	Illumina (RRID:SCR_010233)	Cat. #MS-102–2002	
Commercial assay or kit	Illumina Nextera XT DNA Library Prep Kit	Illumina (RRID:SCR_010233)	Cat. #FC-131–1024	
Commercial assay or kit	Ovation RNA-seq System V2	Integrated Sciences	Cat. #7102–32	
Commercial assay or kit	PrepX ILM 32i DNA Library Prep Kit	Takara Bio	Cat. #400076	
Software, algorithm	Trinity	Grabherr et al., 2011	https://github.com/trinityrnaseq/trinityrnaseq/wiki	
Software, algorithm	Kallisto	Bray et al., 2016	https://pachterlab.github.io/kallisto/	
Software, algorithm	Trimmomatic	Bolger et al., 2014	http://www.usadellab.org/cms/?page=trimmomatic	
Software, algorithm	DESeq2	Love et al., 2014	https://bioconductor.org/packages/release/bioc/html/DESeq2.html	
Software, algorithm	WEB Gestalt	Wang et al., 2017	http://www.webgestalt.org/	
Software, algorithm	CRISPResso	Pinello et al., 2016	http://crispresso.pinellolab.partners.org/	
Software, algorithm	Complex Heatmaps	Gu et al., 2016	https://bioconductor.org/packages/release/bioc/html/ComplexHeatmap.html	
Software, algorithm	ImageJ	Schindelin et al., 2012	https://imagej.net/Fiji	

### Experimental model and subject details

Axolotl (*Ambystoma mexicanum*) husbandry and surgeries were performed in accordance with the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) and Institutional Animal Care and Use Committee (IACUC) guidelines at Harvard University. Sub-adult white and albino axolotls (15–18 cm) provided by the Ambystoma Genetic Stock Center (AGSC, University of Kentucky, KY) were used for the RNA-sequencing experiment of full skin flap sutured regenerating limbs. Juvenile white axolotls (3–6 cm animals) were utilized for the midkine inhibitor (iMDK) (Tocris Bio) experiments and *mk* overexpression experiments. *Mk* mutants were generated using CRISPR/Cas9 in the white background and genotyped/analyzed as juveniles as well.

### Animal surgeries and drug treatments

For amputations, animals were anesthetized in 0.1% tricaine (Sigma Aldrich) until unresponsive to a tail pinch. The limb was then amputated at the mid-radius/ulna level using sterilized dissection scissors. All of the limb amputations were performed on naïve regenerating animals that is animals that had not regenerated before. The amputations for all functional experiments were performed at the mid-radius/ulna level of axolotl forelimbs. For the transcriptional profiling experiment of full skin flap sutured limbs, amputations were performed at the mid-zeugopodial level (radius/ulna or –tibia/fibula) and full skin flap surgeries were performed on all four limbs of nine animals immediately post-amputation as described in Mescher (1976). Briefly, limbs were amputated in the distal zeugopodial region and skin was carefully peeled back. The exposed underlying non-epithelial tissues were then amputated at the mid-zeugopodial level and the excess skin was sutured directly over the amputation plane using 9–0 sutures (Ethicon).

For iMDK experiments, limbs of animals were amputated and the animals were immersed in DMSO or 10 uM iMDK solution beginning at either 0 or 7 dpa. Drug solution was changed daily for the duration of the inhibitor experiments and animals were fed normally every other day.

### RNA isolation and sequencing

For RNA-sequencing of full skin flap sutured limbs, approximately 2–3 mm of tissue directly proximal to the amputation plane was collected at 5 dpa. Twelve limbs (6 forelimbs and 6 hindlimbs) were pooled for each replicate per timepoint and the experiment was performed in triplicate. Pooling was necessary to collect enough cells for RNA isolation.. Dissociation, DAPI cell cycle analysis, and RNA isolation from the dividing and non-dividing cells in the non-epithelial stump tissues as well as the full thickness skin flap was performed as described in Tsai et al. (2019). Briefly, the wound epidermis or full skin flap at the distal amputation plane was carefully micro-dissected off of regenerating limb tissue and dissociated in 0.25% Trypsin-EDTA, while the remaining non-epithelial stump tissues along with some intact skin proximal to the amputation plane were dissociated in a mixture of collagenase, dispase, and glucose in 80% PBS. Both dissociated populations underwent DAPI staining and FACS was performed on the stained non-epithelial stump tissue fraction to sort the population into 2N and 4N fractions. RNA was isolated from the 3 DAPI stained cellular populations of wound/full skin flap epithelial cells, dividing cells (4N) and non-dividing cells (2N) from regenerating non-epithelial stump tissues. cDNA was synthesized using the NuGEN Ovation RNAseq System V2 protocol (Integrated Sciences) using 10 ng of starting material and cDNA libraries were generated using the Wafergen PrepX Complete ILMN DNA Library kit (Takara Bio). Library concentrations were measured using the Qubit dsDNA HS Assay kit (Thermofisher Scientific) and Kapa Illumina Library Quantification Kit (Kapa Biosystems). The samples (regenerating and full skin flap samples) were pooled altogether and sequenced on an Illumina Hiseq 2500 system (Illumina) (125 bp reads) at the Harvard Bauer Core Sequencing Facility. The regenerating dataset (data from 0 and 5 dpa) presented in this study used for comparison was previously published in Tsai et al. (2019), while the full skin flap samples are newly presented in this work.

Raw reads were filtered and trimmed using Trimmomatic (Bolger et al., 2014) and aligned to the axolotl transcriptome (Bryant et al., 2017a) using Kallisto (Bray et al., 2016). Raw TPM values from each sample were analyzed using DESeq2 (Love et al., 2014). Differentially expressed transcripts were filtered for fold change >2 and adjusted p-value<0.05. For pathway analysis, Uniprot IDs of blastx hits from different species for all differentially expressed transcripts were converted to human Uniprot IDs using HUGO Gene Nomenclature Committee (HGNC) and/or Uniprot ID conversion tools online. Ingenuity pathway analysis (IPA) analysis was performed on differentially expressed transcripts to determine growth factor signaling pathway activation or inhibition for the following comparisons: 0 dpa 2N vs 5 dpa 2N, 0 dpa 4N vs 5 dpa 4N, 0 dpa epi vs 5 dpa wound epidermis (WE), 0 dpa 2N vs 5 dpa FSF 2N, 0 dpa 4N vs 5 dpa FSF 4N, and 0 dpa epi vs 5 dpa FSF epi. Heatmaps of normalized TPM levels for differentially expressed transcripts in each fraction (2N, 4N, or epidermis) were generated in RStudio utilizing the ComplexHeatmap (Gu et al., 2016) or gplots packages (Warnes et al., 2015). Clusters of differentially expressed transcripts (5 dpa regenerating vs. 5dpa FSF) for each cellular fraction were analyzed using WebGestalt (Wang et al., 2017).

For sequencing of DMSO- or iMDK-treated limbs, RNA was isolated from DMSO or iMDK-treated regenerating limbs at 11 dpa. Tissue was homogenized in Trizol and RNA was purified using the Qiagen RNeasy mini kit. We collected the samples in biological triplicate for each condition. Quality and quantity of RNA were assessed using the Agilent RNA 6000 pico kit and run on a BioAnalyzer 2100 (Agilent). Sequencing libraries were then synthesized using the Illumina Nextera XT kit (Illumina) and sequenced on a Nextseq 500 at the Biopolymers Facility at Harvard Medical School. Fastq data were filtered, trimmed, and aligned as described above. Differential expression analysis was performed with DESeq2 (Love et al., 2014). For the differential expression analysis, the cutoff was set at an adjusted p-value<0.05 and fold change >2. K-means clustering of the transcripts was performed using the Complex Heatmap package (Gu et al., 2016) and pathway analysis of DMSO- or iMDK-enriched transcripts was performed on differentially expressed transcripts using Ingenuity Pathway Analysis (IPA) (Qiagen) software.

### Generation of mk mutants and genotyping

In order to generate the *mk* mutants, CRISPR-cas9 technology was utilized and the start codon of the *mk* locus was targeted with a single guide RNA (sgRNA) (ATG start is bolded): 5’AAGCCCCCACAACTGCATCC −3’. This sequence was also unique within the axolotl genome. The *mk* crRNA and generic tracrRNA were ordered from IDT and reconstituted according to their instructions. One-cell stage embryos were injected with cas9 ribonucleoprotein (cas9 RNP) complexes to generate mutants. To generate the cas9 RNP complexes, *mk* crRNA and tracrRNA were mixed and annealed to form the *mk* sgRNA. *Mk* sgRNA (final concentration 200–400 ng/µL) was then mixed with concentrated cas9 (final concentration 500 ng/µL) (PNA Bio Inc) and incubated for 10 min at 37°C to generate the cas9 ribonucleoprotein (RNP) complex. For each fertilized egg, 2–3 nl of injection mix was injected. Control embryos were injected with cas9 RNPs that were complexed with tracrRNA only.

For genotyping, genomic DNA was collected from the original limbs that were amputated from regenerating tracrRNA controls and *mk* mutants. Tissue was incubated in 50 mM NaOH for 20 min. at 94°C and neutralized with TE buffer pH 7.5. The supernatant was then PCR purified using the Qiagen PCR purification kit according to the manufacturer’s instructions. Genomic PCR was performed to amplify the area surrounding the cut site with the following primers:

For 5’-TTGCTTATTCCTTGTGATCATGC-3
Rev 5’- GGCACATTATTACACAGAAAGCTC-3’

Next, two rounds of additional PCRs were performed to generate DNA sequencing libraries as described in Gagnon et al. (2014). Briefly, one round of nested PCR was performed using the following gene specific primers with universal overhangs:

For 5’- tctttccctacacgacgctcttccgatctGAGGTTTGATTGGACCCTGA-3’
Rev 5’- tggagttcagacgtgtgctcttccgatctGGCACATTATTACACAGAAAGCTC-3’

The next round of PCR was performed to add on i7 indices and P5/P7 sequences to generate DNA sequencing libraries. Up to 24 libraries were pooled together and sequenced on a department owned Miseq using the Miseq reagent nano kit v2 (300 cycle) (Illumina). Fastq data were then analyzed utilizing CRISPResso (Pinello et al., 2016). For the genotyping analysis, mutants in which less than 1% of wildtype alleles were detected were deemed null (most had mosaic null genotypes), with up to 10–15% wildtype alleles deemed low % wildtype, and greater than 15% deemed high % wildtype (most of these animals were actually closer to 80–90% wildtype). Only mosaic null *mk* mutants were considered for the downstream characterization.

### RNAscope in situ hybridization and expression analysis

Tissue from intact or regenerating limbs was collected and fixed in 4% paraformaldehyde overnight, brought up a sucrose gradient, embedded in OCT, and cryo-sectioned at 12 μm. Chromogenic RNAscope in situ hybridization was performed utilizing the RNAscope 2.5HD Duplex Assay Kit (ACD Bio) according to the manufacturer’s instructions using custom axolotl RNAscope probes generated for *mk* in the C1 channel and *pax7, prrx-1, pecam, ptprz, sdc1, and csf1r* in the C2 channel.

For the quantification of the breakdown of cell types expressing *mk*, sections were quantified within the distal most 500 μm from the amputation plane. The total numbers of single positive *mk^+^, pax7^+^, prrx-1^+^,* and *pecam^+^* cells as well as double positive cells were used to calculate the percentage of *mk^+^* cells expressing each respective marker at 0, 3, and seven dpa. Although *mk* is lowly expressed in the blastema as well, the densely packed nuclei precluded accurate quantification of co-expression. For co-expression analysis of *mk* in *csf1r*^+^ monocytes, single and double positive cells were counted and the respective breakdown out of total counted cells was shown.

### Histological characterization of mk mutants

Brightfield images of regenerating limbs were taken of tracrRNA controls and *mk* mutants during regeneration using an Olympus SZX16 dissecting microscope. Tissue was collected at 10 and 14 dpa for analyses. For the blastema length measurement analysis, picro-mallory staining was performed on sections and measured the length at 14 dpa. For wound epidermis thickness, the thickest part of the wound epidermis was measured and averaged across at least two sections from regenerating limbs of tracrRNA and *mk* mutants at 10 dpa.

### α-Naphthyl acetate esterase (NSE) staining and analysis

NSE staining was performed using the α-Naphthyl Acetate Esterase staining kit (Sigma) according to the manufacturer’s instructions, except a 10 min fixation step was performed instead of 30 s to 1 min. The number of NSE^+^ monocytes/unit area mm^2^ within 500 µm of the amputation plane were quantified in DMSO/iMDK-treated, *mk*^WT^ and *mk*^null^, as well as tdTomato- or *mk-*overexpressing intact and regenerating limbs.

### TUNEL staining and analysis

TUNEL staining was performed using the In Situ Cell Death Detection Kit (Roche) according to the manufacturer’s instructions except for tissue permeabilization which was performed by incubation at −20°C for 5 min in 1:2 glacial acetic acid/ethanol solution. To quantify apoptotic cells in the wound epidermis, the percentage of TUNEL^+^ nuclei out of total DAPI^+^ cells was calculated in the wound epidermis within 500 µm of the amputation plane for each condition. To quantify the total percentage of apoptotic cells, the percentage of TUNEL^+^ nuclei out of total DAPI^+^ cells was calculated within 500 µm of the amputation plane.

### Immunostaining and EdU analysis

Limb tissue was collected and fixed overnight in 4% paraformaldehyde, brought up a sucrose gradient, and embedded in OCT. Tissue was cryo-sectioned at a thickness of 12 μm. For MK immunostaining, a custom polyclonal rabbit antibody against the C-terminus (amino acids 125–142) of axolotl MK (New England Peptide) was generated and validated with a peptide blocking assay. Western blots were performed on 20 µg of 10 dpa protein extracts and blocked with increasing concentrations of the peptide used to generate the antibody to validate a depletion of signal from the anti-MK staining (1:2000) (Figure 2—figure supplement 1B). MK immunostaining was performed at a dilution of 1:500. For other stains, the following antibodies were used: Beta-III tubulin (Sigma, 1:200), WE3 (DSHB, 1:10), GAPDH (Millipore, 1:2000), tdTomato (LS Bio, 1:200). Sections were blocked for 1 hr at room temperature (0.1% triton-X, 0.3%BSA, 8% donkey serum in PBS), incubated in primary antibodies at 4°C overnight, and stained with secondary Alexafluor antibodies.

For EdU analysis, animals were injected with 100–200 µL of an 8 mg/mL solution of EdU (Thermofisher Scientific) and the Click-it EdU A488 Imaging Kit was utilized (Thermofisher Scientific) according to the manufacturer’s instructions. To quantify the proliferating cells in the wound epidermis, the percentage of EdU^+^ cells out of total DAPI^+^ cells in the wound epidermis was quantified within 500 µm of the amputation plane for each condition. For total EdU quantification, the percentage of EdU^+^ cells out of total DAPI^+^ cells across all tissues within 500 µm of the amputation plane was calculated.

### Overexpression of mk in regenerating limbs

To generate the *mk* overexpression vector, the open reading frame of *mk* was cloned into the pCAG-tdTomato backbone using EcoRI and NotI (Addgene plasmid #83029) to generate a pCAG-MK overexpression vector. To validate the expression and secretion of *mk*, 293 T cells were transfected with either pCAG-tdTomato or pCAG-MK vectors. Transfected cells and media were collected at 72 hr post-transfection (hpt). Protein lysates from the transfected 293 T cells were collected using RIPA buffer and western blots were performed on each of the protein lysates and media samples using anti-tdTomato (1:1000) (LS Bio LS-C340696), our custom generated anti-MK (1:2000), and anti-GAPDH (1:2000) (Millipore AB2302) antibodies. The presence of axolotl *mk* was detected in both pCAG-MK transfected 293 T cell lysates and media (Figure 6—figure supplement 3A).

Limbs of regenerating animals were injected and electroporated at 3 dpa with either the pCAG-MK overexpression vector and/or the pCAG-tdTomato vector for both the *mk* rescue experiment in *mk*^null^ mutants and the general *mk* overexpression experiments. The electroporation settings were: 3 × 5 ms poring pulses at 150 V with a pulse interval of 50 ms (+ polarity, 0% decay) and 5 × 50 ms transfer pulses at 50 V with a pulse interval of 999 ms (+ polarity, 0% decay). Approximately 1 μg total was injected into each limb. Comparison of electroporation efficiency between conditions was quantified both via calculation of the mean fluorescence intensity (MFI) and quantification of the percentage of tdTomato+ cells in tissues 500 µm proximal of the amputation plane. Brightfield images of regenerating limbs were taken using an Olympus SZX16 dissecting microscope. For quantification of proliferating cells in the wound epidermis, EdU^+^ cells were quantified out of total DAPI^+^ cells in the wound epidermis within 200 µm of the amputation plane.

### Alcian staining

Regenerated limbs of DMSO/iMDK-treated limbs or *tdT/mk*-overexpressing limbs were collected at 60 dpa or 51 dpa, respectively, and fixed in 95% ethanol overnight. Limbs were then placed in acetone overnight and subsequently stained for 3–5 days at 37°C in Alcian blue/Alizarin red staining solution: 5% glacial acetic acid, 5% Alcian blue stock solution, and 5% Alizarin red stock solution in 70% ethanol. The tissue was then digested and cleared through a 1% KOH/glycerol gradient with increasing concentrations of glycerol.

### Mk receptor single cell RNA-seq data analysis

The single cell RNA-seq data browser was utilized from Leigh et al. (2018), to identify expression patterns of *mk* receptors in different cell types during homeostasis and regeneration (https://singlecell.broadinstitute.org/single_cell/study/SCP422/transcriptomic-landscape-of-the-blastema-niche-in-regenerating-adult-axolotl-limbs-at-single-cell-resolution-intact-limb).

### Quantification and statistical analysis

All of the imaging analysis in each functional experiment was conducted randomized and blinded to prevent bias. For statistical analysis in each experiment, an unpaired two-tailed t-test was conducted unless otherwise stated. Besides the initial full skin flap sequencing experiment, every sample (N) in each experiment was an independent biological replicate that is a limb from a different animal. All of the data were represented as the mean ± standard deviation. For quantification, the value from each biological replicate was an average of values from 2 to 3 sections from the same regions of the limb (using the radius and ulna as histological landmarks across different samples) to capture variability across the tissue.

## Data Availability

The raw reads and normalized TPM values for each RNA-sequencing dataset are deposited on GEO at accession numbers GSE132325 for the full skin flap dataset and accession number GSE132317 for the iMDK dataset. The following datasets were generated: StephanieL TsaiClaraBaselga-GarrigaDouglasA Melton2020Wound epidermis-dependent transcriptional programsNCBI Gene Expression OmnibusGSE132317 StephanieL TsaiClaraBaselga-GarrigaDouglasA Melton2020Sequencing of iMDK-treated regenerating limbsNCBI Gene Expression OmnibusGSE132325 The following previously published dataset was used: TsaiSLBaselga-GarrigaCMeltonDA2019Blastemal progenitors modulate immune signaling during early limb regenerationNCBI Gene Expression OmnibusGSE11121310.1242/dev.16912830602532

## Additional files

Supplementary file 1. Annotated differentially expressed transcripts in dividing cells (4N) non-epithelial stump tissues in full skin flap sutured vs. normal regenerating limbs. This excel table contains the list of differentially expressed transcripts in dividing cells (enriched for progenitors) in both conditions at 5 dpa. The respective fold change, blastx hit, and adjusted p-values are listed for each hit.

Supplementary file 2. Annotated differentially expressed transcripts in non-dividing cells (2N) in non-epithelial stump tissues in full skin flap sutured vs. normal regenerating limbs. This excel table contains the list of differentially expressed transcripts in non-dividing cells in stump tissues in both conditions at 5 dpa. The respective fold change, blastx hit, and adjusted p-values are listed for each hit.

Supplementary file 3. Annotated differentially expressed transcripts in epithelial cells of full skin flap sutured vs. normal regenerating limbs. This excel table contains the list of differentially expressed transcripts in epithelial cells of full thickness skin vs. wound epithelial cells at 5 dpa. The respective fold change, blastx hit, and adjusted p-values are listed for each hit.

Supplementary file 4. Annotated differentially expressed transcripts in DMSO- vs. iMDK-treated regenerating limbs. This excel table contains the list of differentially expressed transcripts in DMSO vs. iMDK-treated limbs at 11 dpa with the respective fold change, blastx hit, and adjusted p-values for each hit.

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

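The data analysed here are 9 RNA-seq libraries of full skin flap (FSF) sutured axolotl limbs at 5 dpa, with 3 libraries each of FSF 2N cells, FSF 4N cells and FSF epithelium, each replicate a pool of 12 limbs. The paper states that the experiment was performed in triplicate. Its methods describe flap, 2N and 4N cells as parts of the same pooled limbs, so libraries of different populations share limbs, but no source used here states that the replicate number marks the pool. The tests, the exact permutation test and the splits of the libraries take the 9 libraries as independent, and a fit with the replicate number as a block stands beside them as an alternative. The regenerating and intact libraries of the earlier study were not used here, so every fold change between regenerating and FSF limbs is copied from the paper's Supplementary files 1 to 3.

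The authors trimmed the reads with Trimmomatic, assigned them with kallisto to an axolotl transcriptome assembled from short reads, and used DESeq2 for their own comparisons, with thresholds of fold change above 2 and adjusted p under 0.05. Versions of these tools are not given in the sources used here. The deposited signal or coverage measure is TPM, which the authors scaled between libraries by TMM as the name of the table gives it, for 1554055 transcripts. Library sums ran from 898841 to 1034185, so the values are no longer plain TPM. TPM keeps no counts, so depth is unknown and no counting interval is given. No pair of libraries held identical values (36 pairs compared). The number of per-sample columns in the file that were not used is 0. No genome was used, so no coordinates are given, and names come only from the blastx matches of the supplementary files and from Figure 8 source data 1.

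Differences between FSF populations were tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 0.5) of the 232817 transcripts with TPM of at least 1 in at least 3 of the 9 libraries, all 9 in one model with a mean-variance trend, and were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2. A fold change on this scale understates the change of low transcripts. No count test was possible on these normalized values, and the raw reads, which the paper states were deposited as well, were not used here. Gene lists were tested with limma's camera with a preset correlation of 0.01 and with an estimated correlation. The lists, fixed before the data were examined together with the tests and most alternatives, covered mitosis and DNA replication, keratinocyte and epithelial genes, red blood cells, macrophages and osteoclasts, lymphocytes and granules, interferon response, extracellular matrix and its enzymes, ribosomal proteins, 4 heatmaps of Figure 1-figure supplement 1E and F, and Wnt, HIPPO and TGF-beta genes of Figure 1C and Supplementary file 1. Their members were found in the supplementary files, whose values had been seen. Midkine was also tested by a two-sided exact permutation test. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for levels, principal components and figures.

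The transcripts named are midkine, those the paper names in its results or draws in those heatmaps, the midkine receptors and binding partners of Figure 8 source data 1, and for each comparison the 12 annotated transcripts with the largest change in each direction among those called with no overlap between libraries, leaving out matches to transposable elements. Values of the supplementary files had been seen when this rule was written.

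The test was tried on simulated data with 67, 67 and 66 transcripts changed by a log2 size of 1.5, 2 and 3 among 232817. At the spread of the real libraries, 0, 0 and 1 of them were called for FSF 4N against FSF 2N, 0, 0 and 0 for FSF epithelium against FSF 2N, and 0, 0 and 10 for FSF epithelium against FSF 4N, with median estimates close to the true size. These counts vary with the random draw: over 10 further draws, added afterwards, 0 to 2, 0 to 6 and 0 to 22 of the 66 changed by a log2 size of 3 were called in the same order of comparisons. Far fewer transcripts were changed than the 4289 and 6299 called in the real epithelium contrasts, which makes the adjusted p harder to pass. The simulation therefore does not give how many changes those contrasts would find. A further simulation with 0.25 times the spread, added after low counts of this kind were seen in an earlier draw, recovered 59, 65 and 66 for FSF 4N against FSF 2N, 63, 66 and 66 for FSF epithelium against FSF 2N, and 61, 66 and 66 for FSF epithelium against FSF 4N. Alternatives covered the pseudocount, the filter, scaling, isoforms summed per assembled gene, the libraries in the model, the replicate number as a block and each library left out in turn.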

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

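Of the tests in this part, those of the most abundant transcripts and of a mislabelled sample were chosen only after the result was seen. FSF 4N replicate 2 stood far from the other 8 libraries in 3 of the measures examined. Chance alone would set apart about 1 in 20 groups in a single measure, and more where several are examined. The 3 are related measures and not separate signs. Its share of TPM in the 10 most abundant transcripts and its correlation with its own population did not pass the same limit. In the 3 measures, FSF 4N replicate 2 had values above 0 for 376240 transcripts, TPM of at least 1 for 126232 transcripts and a summed TPM of 898841. Its 10 most abundant transcripts held 6.27% of its TPM, which is too little to account for the missing transcripts. Of the 7780 transcripts with TPM of at least 10 in both other FSF 4N libraries, 98.3% were above 0 in it. The share was 68.5% of those between 1 and 10 TPM and 42.2% of those between 0.1 and 1 TPM. Measured in the same way, the 3 shares were 99.9%, 96.6% and 87.8% in FSF 4N replicate 1, and 99.97%, 93.8% and 75.4% in replicate 3. The share at 10 TPM or more was thus high in every FSF 4N library and does not by itself set replicate 2 apart. Its larger loss at low levels is what fewer molecules or reads behind this library would give. Whether it is a mislabelled or mixed sample stays open: its median position between FSF 2N (0) and FSF 4N (1) was -0.471, outside the range of held-out 2N libraries (0.144 to 0.564), but held-out 4N libraries, at 0.312 and 0.369, fell inside that range, so the measure could not separate the populations, and no biological explanation was tested.

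Among transcripts outside those the paper discusses, the unnamed c1075958_g4_i1 was at 17606 TPM in FSF 4N replicate 2.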

How the results depend on the processing

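Alternatives that left out a library of the third population were chosen after seeing the data. FSF 4N against FSF 2N gave 0 called transcripts under every alternative run, which does not show that these populations are alike. For FSF epithelium against FSF 2N (4289), the count was 1533 with a pseudocount of 0.1, 2485 with no filter, 1238 with a filter of 5 TPM, and 1347 to 6226 with a library left out. For FSF epithelium against FSF 4N (6299), it was 2619, 2833 and 1647 under the same settings, 2309 with only the 6 libraries of the comparison, and 2336 to 5598 with a library left out. The share of higher calls against FSF 4N was 83.5%, 68.6% after quantile normalization and 66.2% without FSF 4N replicate 2. With the replicate number as a block, the counts were 0, 3259 and 5042. Under the block, 8 of 51 results for single named transcripts no longer passed, at adjusted p from 0.0561 to 0.0693: CATK_PIG, CO1A1_CYNPY, TARSH_HUMAN, CRLD2_XENTR, NALP3_BOVIN and the MUC5A_HUMAN transcript c1461347_g1_i1 against FSF 4N, and that MUC5A_HUMAN transcript and RL39_CHICK against FSF 2N. The populations share pools of limbs by design, and whether the replicate number marks the pool is not stated: 4 of 9 same-numbered pairs had a correlation of deviations above 0.1 (-0.0364 to 0.228), and 4 of 9 libraries correlated best with their own number in both other populations.

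Midkine kept its direction in all 3 comparisons under all 18 alternatives each, but most of them could not have reversed it. The libraries of the compared populations did not overlap, so leaving out a library could not change the sign. The filters, the block and the model of only 6 libraries left the fold change as it was. Epithelium against FSF 2N passed the threshold with only the 6 libraries of the comparison (-2.42, adjusted p = 0.0398), without FSF 4N replicate 2 (-2.42, adjusted p = 0.0265) and without FSF epithelium replicate 1 (-3.06), with a range of -3.06 to -1.89 with a library left out. Epithelium against FSF 4N no longer passed with no filter (-3.66, adjusted p = 0.055, where more transcripts are tested), over a range of adjusted p from 0.00565 to 0.055.

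Keratinocyte and epithelial transcripts higher than in FSF 2N (10) numbered 5 with a pseudocount of 0.1, with no filter and with a filter of 5 TPM, and 4 to 10 with a library left out. Those higher than in FSF 4N (9) numbered 4 under these 3 settings, 14 with isoforms summed, 5 with only the 6 libraries, and 5 to 8 with a library left out. Matrix transcripts lower than in FSF 4N (5) numbered 3 with a pseudocount of 0.1 and with a filter of 5 TPM, 0 with no filter, 8 after quantile normalization and with isoforms summed, 1 with only the 6 libraries, and 0 to 11 with a library left out. Transcripts at 0 with another isoform numbered 140, 164 and 95 for FSF 4N, FSF 2N and FSF epithelium with a limit of 0.1 TPM, and 3, 0 and 2 with a limit of 5 TPM. The first and second principal components held 73.0% and 12.8% of the variance with transcripts of highest variance, and 48.8% to 65.1% and 19.1% to 38.6% with a library left out. The share of the first between populations was 98.7% with transcripts of highest variance, and 0.205% to 41.3% with a library left out. Of 51 results for single named transcripts, none reversed and 22 kept their side of the threshold in every alternative run. Most of the 51 were chosen because they passed in the main fit, where no called transcript overlapped between the compared libraries. Leaving out a library or changing the pseudocount could therefore not reverse these. The filters, the block and the model of only 6 libraries left the fold change as it was. The filter of 5 TPM covered 34 of the 51. The causes of the changes between settings were not tested, apart from the number of transcripts tested. Depth is unknown, so what it limits cannot be given.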

Differences from the paper's values

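The midkine level in FSF epithelium is about 2 TPM in the paper (Figure 2-figure supplement 1A, read by eye), and 4.11 ± 3.81 TPM (SD, n = 3 libraries) here. Among the alternatives set before the data were examined, leaving out FSF epithelium replicate 1 gave 1.95 TPM, within 1.5 times the paper's value, while leaving out replicate 2 (4.85 TPM) or replicate 3 (5.54 TPM) and rescaling each library to the same total (4.00 TPM) did not. The values for FSF 2N, 19.1 TPM here and about 19 in the figure, and for FSF 4N, 52.6 TPM here and about 58 in the figure, were within 1.5 times of each other. Leaving out FSF 4N replicate 1 (51.2 TPM) or replicate 2 (68.4 TPM) kept FSF 4N within that limit, and leaving out replicate 3 (38.4 TPM) did not.

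The paper states that the first principal component of its groups separates tissue types. Over the FSF libraries, a smaller set than the paper's, 3.60% of the variance of the first component and 97.6% of that of the second lay between the 3 populations. With the 500 transcripts of highest variance, 98.7% of the first component lay between populations, and with a larger set of transcripts of highest mean it was 5.04%.

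The paper states that otoan, k1c15, k1c19 and k2c5 lost expression in full skin flap epithelia. All 6 of their annotated transcripts were above 0 in all 3 FSF epithelium libraries, 3 of them at a mean of at least 1 TPM, and the K2C5_RAT transcript c1091062_g2_i1 had a mean of 138 TPM. The levels in intact skin were not analysed here, and the paper's own log2 fold changes, 1.53 to 3.82 toward regenerating limbs, run in the direction it states.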

Other observations

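The tests of carried-over stump cells and of another isoform were chosen only after the result was seen. Contrasts between FSF populations are not reported by the paper. FSF epithelium differed from both stump populations in 4289 transcripts against FSF 2N (4014 higher and 275 lower) and 6299 against FSF 4N (5259 higher and 1040 lower) in limma. Leaving out a library of FSF 2N or of the epithelium gave 1347 to 2847 for the first, and leaving out FSF 4N replicate 3 or an epithelium library gave 2336 to 3482 for the second. Without FSF 4N replicate 2 the second was 5439, with 66.2% higher in place of 83.5%. The lower calls moved by more than 1.5 times: the 275 against FSF 2N were 34 to 116 without a library of the comparison, 969 without FSF 4N replicate 2, 772 after quantile normalization and 884 with only the 6 libraries of the comparison, and the 1040 against FSF 4N were 1837, 1712 and 300 under the last 3 of these, and 258 to 676 without any 1 of the 7 libraries other than FSF 4N replicates 1 and 2. Keratinocyte and epithelial genes were higher in the epithelium: 10 of 16 tested transcripts rose against FSF 2N (14 adjusted over the list alone; p = 0.000689 with an estimated correlation) and 9 of 16 against FSF 4N (13 adjusted over the list alone; p = 0.0017 with an estimated correlation). With an estimated correlation and adjusted over lists, limma's camera gave adjusted p = 0.00827 and 0.0141, and adjusted p = 0.0347 and 0.0659 with the replicate block, so the second list call was lost under the block with an estimated correlation. The first count was 4 to 6 without any 1 of the 6 libraries of that comparison and the second 5 without FSF epithelium replicate 1 or 2. The members of all lists were found in the paper's supplementary files, which rest partly on these libraries. Among them, MUC16_HUMAN, a membrane mucin, had 197, 170 and 123 TPM in the epithelium against 6.66, 8.54 and 3.76 TPM in FSF 2N (log2 fold change 4.63, standard error 0.45, adjusted p = 0.00081), and K2C5_RAT had a log2 fold change of 5.00 (standard error 0.70, adjusted p = 0.00427). Among annotated transcripts called with no overlap between libraries, leaving out matches to transposable elements, the largest change was S100P_HUMAN, a calcium-binding protein, at 252, 279 and 218 TPM against 3.88, 3.09 and 3.71 TPM (log2 fold change 5.94, standard error 0.30, adjusted p = 3.44e-05). The KBRS1_MACFA and POF1B_MOUSE transcripts had log2 fold changes of 3.56 and 3.27. Several of the largest changes among annotated transcripts carry matches to distant organisms, such as GTAN_DICDI with a log2 fold change of 4.79, and the function behind them is unknown. Of 356 annotated transcripts tested, 24 were higher and 1 was lower against FSF 2N, and 21 were higher and 10 lower against FSF 4N. The 1 lower than in FSF 2N, U88_HHV6U, matches a viral protein and had a log2 fold change of -3.87.

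Matrix genes were lower in the epithelium than in FSF 4N cells in 5 of 16 tested transcripts (9 adjusted over the list alone; p = 0.0376 with an estimated correlation, 0.113 after adjustment over lists, and p = 0.0568 with the replicate block), among them FINC_PLEWA c1091100_g2_i2 (log2 fold change -3.58), FBN2_HUMAN c1064348_g8_i1 (-3.10) and MMP18_XENLA c1077266_g2_i1 (-1.63), but the count was 11 without FSF 4N replicate 2 and 0 to 3 without any 1 of the other 8 libraries. Against FSF 2N, 0 of 16 passed (3 adjusted over the list alone; p = 0.091 with an estimated correlation). The cathepsin K transcript CATK_PIG c1083836_g2_i4 was the single member of 13 macrophage and osteoclast transcripts lower than in FSF 4N (log2 fold change -2.33, with limma adjusted p = 0.0618 under the replicate block; list p = 0.525 with an estimated correlation), and none passed against FSF 2N (p = 0.267). Interferon response had 2 of 16 higher against FSF 2N, IFI6_PANTR and PAR14_MOUSE (5 adjusted over the list alone; p = 0.126 with an estimated correlation, and p = 0.046 with the replicate block, 0.184 after adjustment over lists), and 1 of 16, IFI6_PANTR, against FSF 4N (4 adjusted over the list alone; p = 0.145). Ribosomal proteins had 1 of 11, RL39_CHICK (adjusted p = 0.061 under the replicate block), and 0 of 11 (7 and 5 when adjusted over the list alone), with p = 0.114 and 0.254 from camera with an estimated correlation. The lists of red blood cells (5 tested), lymphocytes and granules (5), and mitosis and DNA replication (4 of 45 members tested) had 0 members past the threshold in any contrast over all transcripts. Adjusted over the list alone, 3 mitosis transcripts were higher in the epithelium than in FSF 2N, and in FSF 4N against FSF 2N 1 mitosis transcript was higher and 1 red blood cell transcript was lower. With an estimated correlation, the epithelium contrasts gave p = 0.258 and 0.889 for red blood cells, 0.0426 (p = 0.165 after adjustment over lists, and p = 0.0637 before it with the replicate block) and 0.294 for lymphocytes and granules, and 0.113 and 0.999 for mitosis, and none of the 6 Wnt, HIPPO and TGF-beta transcripts could be tested. Of the paper's heatmap lists, which were chosen on these samples, immune-related epithelium had 5 of 12 higher in both epithelium contrasts (p = 0.00138 and 0.00235 with an estimated correlation; after adjustment over lists 0.0083 and 0.0141, and 0.0463 and 0.068 with the replicate block, where the second call was lost), matrix regulation 2N had 0 of 16 and 6 of 16 lower (p = 0.0551 and 0.023; after adjustment over lists 0.165 and 0.0919), matrix regulation epithelium had 3 of 11 higher against FSF 2N, and 3 higher and 3 lower against FSF 4N (p = 0.753 and 0.724), and immunomodulatory 2N had 0 of 12 in both (p = 0.794 and 0.465). The members of the immune-related list called against FSF 2N were MUC5A c1196371_g1_i1 and c1461347_g1_i1, MUC5B c1087476_g1_i1 and c1686431_g1_i1, and IFI6_PANTR. Against FSF 4N, NALP3_BOVIN took the place of MUC5B c1087476_g1_i1. The calls were thus mainly of mucins, and c1461347_g1_i1 is also in the keratinocyte and epithelial list. So the results of these lists are not fully separate, and this one does not show immune genes in general as higher.

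In limma, 0 transcripts were called between FSF 4N and FSF 2N cells. That does not show that the populations are alike. In simulated data with the real spread, 0 to 2 of 66 transcripts changed by a log2 size of 3 were called in this contrast. Of 232817 transcripts tested, the number at an unadjusted p under 0.05 in limma was 16164. That number was 27857 without FSF 4N replicate 1 and 11385 to 22782 without any 1 of the other 8 libraries. The preset correlation gave camera calls for 6 lists. Matrix genes (p = 5.4e-05), mitosis genes (p = 5.63e-05) and the paper's heatmap lists of matrix regulation 2N (p = 0.000109) and matrix regulation epithelium (p = 0.00107) were higher in FSF 4N, and red blood cell genes (p = 0.0088) and the paper's immunomodulatory 2N list (p = 0.0227) were lower. With the estimated correlation none was kept (p = 0.214, 0.0685, 0.18, 0.258, 0.169 and 0.469 in that order). The epithelium contrasts also had camera calls at the preset correlation that the estimated one did not keep. Against FSF 2N, the preset correlation gave camera adjusted p = 1.5e-08 for matrix genes, 1.3e-07 for interferon response and 5.1e-07 for ribosomal proteins. Transcripts with no overlap between the 3 libraries of each group made up 10.8% of all tested for FSF 4N against FSF 2N, 19.2% for epithelium against FSF 2N and 17.3% against FSF 4N, where chance gives 10%. The splits of 3 libraries against 3 are too few, at 10, for a share under 0.05. The real split called 4289 for epithelium against FSF 2N and 6299 against FSF 4N, where the highest other split called 0 and 1 of the 10 splits reached the real value. For FSF 4N against FSF 2N the real split called 0, so all 10 splits reached it, and the highest other called 633, which points to a structure of the samples: it set FSF 2N replicate 1 and FSF 4N replicates 1 and 3 against the other 3. The median log2 fold change of all transcripts was -0.21 for FSF 4N against FSF 2N and 0.23 for epithelium against FSF 4N. Without FSF 4N replicate 2 these medians were -0.0053 and 0.023, and after quantile normalization -0.0036 and -0.028.

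Of the 20 transcripts of midkine receptors and binding partners of Figure 8 source data 1, 9 passed the limit for testing between FSF populations, and 1 of these was called, the transcript c1079812_g15_i1 of versican, which the paper describes as a binding partner and not a receptor, with 19.6, 6.29 and 20.9 TPM in FSF 4N and 5.20, 1.72 and 1.05 TPM in FSF epithelium (log2 fold change -2.40, adjusted p = 0.043). Syndecan-1 had 8.62, 5.95 and 6.85 TPM in FSF epithelium and 2.15, 1.78 and 1.85 TPM in FSF 2N (sdc1, log2 fold change 1.64, adjusted p = 0.129). The other 11 were not tested, among them the ptprz transcript, which was listed at 0 in all 6 stump libraries and at 0.205, 0.262 and 0 TPM in FSF epithelium.

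FSF epithelium replicate 1 had higher values of matrix transcripts than replicate 3, with 87.5% of 16 tested higher in it and a median log2 ratio of 1.32. Of all tested transcripts, 49.8% were higher in it, with a median log2 ratio of 0. The 4 of the 16 matrix transcripts with the highest means in the epithelium were MMP18_XENLA (5.29, 5.59 and 3.32 TPM in replicates 1 to 3), HYAL1_PIG (3.00, 3.79 and 5.54 TPM), MMP2_CHICK (6.90, 3.80 and 0.732 TPM) and FINC_PLEWA c1091100_g2_i2 (7.09, 2.15 and 0.670 TPM). The median log2 ratio was also 1.32 for interferon response (15 of 16 higher in replicate 1), a list with a median log2 fold change of 1.31 in the epithelium over FSF 2N (camera p = 0.126 with an estimated correlation), 1.20 for macrophages and osteoclasts (12 of 13), 1.14 for red blood cells (4 of 5), 0.73 for ribosomal proteins (11 of 11) and 0.37 for keratinocyte and epithelial genes (11 of 16). Whether stump cells were carried over into the dissected tissue stays open, since the share of matrix transcripts higher in replicate 1 is the pattern itself and cannot test it. How far the list marks the stump is not settled either. Its median log2 fold change in the epithelium was -1.21 against FSF 2N and -1.84 against FSF 4N. Of 16 transcripts, 0 and 5 were called lower (3 and 9 adjusted over the list alone), and a lack of calls does not show equal levels. A quality difference between preparations numbered 1 and 3 stays open too, with a median log2 ratio of the matrix list of 0.54 in FSF 2N (14 of 16 higher) and 0.11 in FSF 4N (10 of 16), of the interferon list 0.92 (14 of 16) and 0.61 (15 of 16), and of ribosomal proteins 0.19 (8 of 11) and 0.34 (9 of 11), as does the share of dermis, which the flap holds by design and which was not tested.

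Of the transcripts listed at 0 in all 3 FSF 4N libraries though higher in regenerating 4N cells by the paper, 10.2% (18 of 176) were also at 0 in all 6 other FSF libraries. A sequence variant of these animals against the reference transcriptome stays open all the same, since the highest value of the other 158 in those libraries had a median of 0.147 TPM and reached 1 TPM in 1 transcript, and values this near the floor do not show that reads of the transcript itself were assigned, so a share at 0 under 50 percent was too weak a bound. Reads assigned to another isoform of the same assembled gene also stay open. At a mean of at least 1 TPM, 12.5% had such an isoform against 5.88% of 119 other annotated transcripts at 0 there (Fisher's exact test, p = 0.0732), which is a low share, and at the lower limit of 0.1 TPM it was 79.5% against 63.9% (Fisher's exact test, p = 0.00327). The limits lead to different readings, and the level these transcripts had in regenerating cells was not analysed here.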
